# Transcriptional changes in the rat brain induced by repetitive transcranial magnetic stimulation

**DOI:** 10.3389/fnhum.2023.1215291

**Published:** 2023-11-13

**Authors:** Marina Weiler, Kevin C. Stieger, Kavisha Shroff, Jessie P. Klein, William H. Wood, Yongqing Zhang, Prabha Chandrasekaran, Elin Lehrmann, Simonetta Camandola, Jeffrey M. Long, Mark P. Mattson, Kevin G. Becker, Peter R. Rapp

**Keywords:** non-invasive brain stimulation, microarray, gene expression, aging, genomic

## Abstract

**Introduction:**

Transcranial Magnetic Stimulation (TMS) is a noninvasive technique that uses pulsed magnetic fields to affect the physiology of the brain and central nervous system. Repetitive TMS (rTMS) has been used to study and treat several neurological conditions, but its complex molecular basis is largely unexplored.

**Methods:**

Utilizing three experimental rat models (*in vitro*, *ex vivo*, and *in vivo*) and employing genome-wide microarray analysis, our study reveals the extensive impact of rTMS treatment on gene expression patterns.

**Results:**

These effects are observed across various stimulation protocols, in diverse tissues, and are influenced by time and age. Notably, rTMS-induced alterations in gene expression span a wide range of biological pathways, such as glutamatergic, GABAergic, and anti-inflammatory pathways, ion channels, myelination, mitochondrial energetics, multiple neuron-and synapse-specific genes.

**Discussion:**

This comprehensive transcriptional analysis induced by rTMS stimulation serves as a foundational characterization for subsequent experimental investigations and the exploration of potential clinical applications.

## Introduction

Transcranial Magnetic Stimulation (TMS) is a noninvasive technique that uses pulsed magnetic fields to affect the physiology of the brain and the central nervous system (Wagner et al., 2007). Repetitive TMS (rTMS) has been shown to alter higher-order biological processes including neuronal plasticity (Ferreri and Rossini, 2013), cortical excitability (Cavaleri et al., 2017), and cognition (Cheng et al., 2017). rTMS has been used in the study and treatment of neurological conditions including stroke (Smith and Stinear, 2016; McDonnell and Stinear, 2017), epilepsy (Chen et al., 2016), dystonia (Lozeron et al., 2016), schizophrenia (Kaskie and Ferrarelli, 2017), multiple sclerosis (Simpson and Macdonell, 2015), Parkinson’s (Chung and Mak, 2016) and Alzheimer’s disease (Nardone et al., 2014; Weiler et al., 2020), as well as other neurological and non-neurological disorders (Weiler et al., 2021), and was approved for clinical use for treatment-resistant depression by the FDA in 2008.

Remarkably, given its extensive clinical application, the complex molecular basis of rTMS remains largely unexplored. Only a limited number of transcripts and proteins have been previously reported altered following rTMS (Lee et al., 2014; Wang et al., 2014; Cirillo et al., 2017) including *Fos* (Legrand et al., 2018), *Caspase-3* (Grehl et al., 2015), *Gfap* (Grehl et al., 2015), the *MAPK* signaling pathway (Cui et al., 2019), and the miR-409-3p/CTR3/AMPK/Sirt1 axis (Wu et al., 2022). However, a systematic genome-wide transcriptional analysis has not been performed to date (Ikeda et al., 2017, 2018), and the underlying molecular basis of the clinical effects of rTMS treatment remains unknown.

Here, using three experimental models in rats, *in vitro, ex vivo*, and *in vivo*, using genome-wide microarray analysis, we show that rTMS treatment results in broad-based alterations in gene expression patterns using different stimulation protocols, in different tissues, over time, and with age. Gene expression was altered due to rTMS stimulation in numerous biological pathways including glutamatergic and GABAergic pathways, ion channels, myelination, mitochondrial energetics, cellular tight junction gene expression, as well as in multiple neuron and synapse-specific genes. Strikingly, in some circumstances rTMS had strong anti-inflammatory effects with broad down regulation of pathways involved in the classical complement cascade, Toll-like receptors, and other inflammatory pathways. This global transcriptional analysis induced by rTMS stimulation provides a baseline characterization for further experimental analysis and exploring potential clinical applications.

## Materials and methods

### Animals

Long–Evans rats (Charles River Laboratories), used for the *ex vivo* and *in vivo* experiments, were individually housed and maintained under specific pathogen-free conditions on a 12-h light/dark cycle at the National Institute on Aging/National Institute on Drug Abuse (NIA/NIDA) animal facilities in the Biomedical Research Center (Baltimore, MD). Standard rat chow and water were available *ad libitum* throughout the experiments. All procedures were approved by the Animal Care and Use Committee of the Intramural Research Program of the NIA.

### Background behavioral characterization

To establish the baseline cognitive status of the animals used in the *ex vivo* experiment, rats were tested in a ‘place’ version of the Morris water maze task, as previously described (Gallagher et al., 1993). The Morris water maze is a widely recognized tool for investigating spatial memory and learning in rodents, and the procedure used here has been extensively validated as a test for neurocognitive aging (Rapp et al., 1987; Rapp and Gallagher, 1996; Haberman et al., 2012; Gallagher et al., 2015; Tomás Pereira and Burwell, 2015).

Training continued over 8 consecutive days, three training trials per day. Every other day, the third trial was a probe in which the platform was inaccessible for 30 s. A learning index score was calculated for each animal from their average proximity to the escape platform during training; lower scores indicate better task performance. Aged rats that performed on par with young animals were denoted aged unimpaired (AU), while rats that scored greater than the young were classified as aged impaired (AI; Spiegel et al., 2013; Supplementary Figure 1). To control for non-mnemonic deficits, rats were tested in a single session of a hippocampus-independent cued water maze protocol the following day. No animals that performed outside the normal range on this version of the task were included in the present experiments.

### Tissue preparation

#### In vitro

Primary cultures of hippocampal neurons were prepared using hippocampi collected from E18 Sprague Dawley rats as previously described (Mazucanti et al., 2018). Dissociated cells were counted and plated (10^6^ cells/dish) in polyethyleneimine (Sigma-Aldrich) pre-coated coverslips on 35 mm dishes (zero days *in vitro*). Neurons were maintained in Neurobasal medium (GIBCO) supplemented with B27 (GIBCO), 2 mM glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, and 0.25 μg/ml amphotericin B. The cultures were placed in an incubator with extra insulation to prevent CO^2^ loss and decrease in temperature. The plates were placed centered directly on the inverted coil and received either 1 Hz, intermittent Theta Burst Stimulation (iTBS), or sham stimulation. Stimulation intensity was set at 15% of the machine’s maximum output (stimulation intensity for *in vitro* and *ex vivo* experiments was chosen as the average intensity for all groups in the *in vivo* experiment, detailed below). Neuronal cultures received either 1 Hz, iTBS, or sham stimulation. For the sham treatment, the plate was placed in the incubator with the coil approximately 20 cm away. Following stimulation, the plates were returned to the home incubator without the coil. RNA was isolated at 0, 2, 8 24, and 48 h after the end of stimulation.

#### Ex vivo

Four young (5–6 months), 4 AU, and 4 AI (24–25 months) male Long-Evans rats were sacrificed. Under RNase-free conditions, brains were removed, and the hippocampi were isolated and placed in cold, artificial cerebrospinal fluid (aCSF; 120 mM NaCl, 2.5 mM KCl, 1 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 1.3 mM MgSO_4_, 10 mM D-Glucose, 3.3 mM CaCl_2_) saturated with 100% O_2_. The hippocampi were then quickly cut into approximately 7 to 9, 1 mm-thick slabs using a McIlwain tissue chopper (Pt#: MTC/2E; The Mickle Laboratory Engineering Co.), yielding approximately 15–18 hippocampal slices for each brain. Serial slices were distributed equally into 3 separate dishes (1 Hz, iTBS, sham) and incubated in fresh aCSF for 1 h at 32°C before administering rTMS. Hippocampal slices from young, AU, and AI rats were arranged 1 cm under the center of the coil and received either 1 Hz, iTBS, or sham stimulation, with the stimulation intensity set to 15% of the machine’s maximum output. Sham stimulation was applied to hippocampal slices arranged 20 cm from the coil. Hippocampal slices from one given animal were equally distributed across conditions (1 Hz, iTBS, and sham) and rested in aCSF for 2 h before RNA collection.

#### In vivo

Before rTMS administration, eight aged (26–27 months, 714–1,150 g) and eight young male rats (6–7 months, 502–788 g) were lightly anesthetized with isoflurane to reduce restraint stress and head movement during the stimulation procedure. The rats then received an intra-muscular injection of Dexmedetomidine (aged: 0.03 mg kg^−1^ body weight; young: 0.035 mg kg^−1^ body weight, the minimum required to prevent movement throughout the stimulation period). Antisedan (aged: 0.03 mg kg^−1^ body weight; young: 0.035 mg kg^−1^ body weight) was given after stimulation to reverse the sedation. Physiological parameters (heart rate, arterial blood oxygen saturation, body temperature) were monitored during anesthesia (Starr Life Sciences MouseOx Plus, Starr Life Sciences Corp. Oakmont, PA, USA) to ensure light and consistent anesthetic depth throughout stimulation. Rats were positioned on a heating pad and body temperature was maintained within 2°C of the initial measurement.

Young and aged rats received either iTBS or sham stimulation. Similar to procedures described in previous studies (Trippe et al., 2009; Mix et al., 2010, 2015; Benali et al., 2011; Hoppenrath et al., 2016), the coil was centered 8 mm above the rat’s skull, oriented with the handle to the left of the rat to produce a mediolaterally oriented electric field, aimed towards maximally stimulating the axons of the corpus callosum. The rat’s head was elevated with a small plastic conical ramp to ensure the skull was roughly parallel with the coil base and to minimize head movement and off-target body stimulation. Stimulator output intensity was adjusted to just below the level that elicited muscle twitching in the neck and head [aged: 15.0 ± 0.9% (11–17%); young: 15.3 ± 1.4% (12–19%) of maximal stimulator output], consistent with earlier preclinical studies in rats (Hoppenrath and Funke, 2013; Mix et al., 2015). Sham stimulation was performed with the coil 20 cm away from the rats’ heads.

Forty-eight hours post-stimulation animals in all conditions were deeply anesthetized with 5% isoflurane and sacrificed. Under RNase-free conditions, the brains were removed and freshly microdissected areas of the neocortex and dorsal hippocampus under the center of the TMS coil during stimulation were immediately frozen and stored at −80°C.

### rTMS protocols

rTMS was applied using a Magstim Rapid^2^ stimulator with a 70-mm figure-eight coil (The Magstim Company, Whitland, Dyfed, UK). 1 Hz stimulation was applied in 5 blocks of 600 pulses lasting 10 min repeated at 15-min intervals for a total of 3,000 pulses in 70 min. iTBS was administered in 5 blocks repeated every 15 min with each block consisting of 20 trains of 3 50-Hz pulse bursts repeated at 5 Hz for 2 s with a 10-s inter-train interval as described elsewhere (Huang et al., 2005). Each iTBS block consisted of 600 pulses in 192 s for a total of 3,000 pulses delivered in 63.2 min.

### Genome-wide gene expression analysis

#### RNA extraction

Total RNA was extracted by adding frozen individual hippocampi or hippocampal sections into prechilled tubes containing 1.0 mm glass beads (BioSpec Products, Bartlesville, OK) and RLT buffer and homogenized with a single 30 s 5,500 rpm cycle on a Precellys 24 homogenizer (Bertin Corp., Rockville, MD). The homogenate was centrifuged at 10,000 rpm for 10 min, the cleared lysate was transferred to a new tube, and RNA was column-purified according to the Qiagen RNeasy mini protocol (Qiagen, Germantown, MD). RNA concentration and quality were measured by Nanodrop (ThermoFisher, Waltham, MA USA) and the Agilent Bioanalyzer RNA 6000 Chip (Agilent, Santa Clara, CA).

#### Agilent microarray experiments

Two-hundred ng total RNA was labeled using the Agilent one-color Low-Input QuickAmp Labeling Kit (5190-2305, Agilent, Santa Clara, CA), purified on Qiagen columns, and quantified according to the manufacturer’s recommendations. A total of 600 ng Cy3-labeled cRNA was hybridized for 17 h to Agilent SurePrint G3 Rat Gene Expression v2 8x60K oligo microarrays (G4858-074036). Following post-hybridization rinses, arrays were scanned using an Agilent SureScan microarray scanner at 3-micron resolution, and hybridization intensity data was extracted from the scanned images using Agilent’s Feature Extraction Software. Raw and normalized microarray data have been deposited in the GEO data repository as SuperSeries GSE230150, with SubSeries GSE230147 (*in vitro*, *N* = 56 samples), GSE230148 (*ex vivo*, *N* = 40 samples), and GSE230149 (*in vivo*, *N* = 56 samples).

#### Microarray data analysis

The resulting dataset was analyzed with DIANE 6.0, a JMP microarray analysis program. The results were normalized with a z-score transformation (Cheadle et al., 2003). Z-normalized data were then analyzed with principal component analysis and sample hierarchical cluster to investigate the possible outliner samples and global genotype/treatment effects. To determine the gene expression changes within each specific RNA comparison, we first filtered probes by ANOVA test, then the pairwise statistical analysis is done by the z-test between different investigated groups with multiple comparison correction. The significant probes are determined by the cut off (Wagner et al., 2007) one way ANOVA *p* < 0.05 (Ferreri and Rossini, 2013) the z-test *p* < 0.05 and false discovery rate < 0.30 (Cavaleri et al., 2017) |z-ratio| > 1.5 (Cheng et al., 2017) average z-score for the pairwise sample > 0 (Cheadle et al., 2003). In other words, every differential expression effect of rTMS reported throughout this manuscript meets these statistical selection criteria.

#### Network analysis

The entire expression changes (z-ratio) result for each comparison are used as input. Gene set analysis using GO gene sets with the Parametric Analysis of Gene Set Enrichment (PAGE) algorithm was performed as previously described (Kim and Volsky, 2005). Protein interaction diagrams were generated from significant differentially expressed genes with the STRING interaction database. Functional grouping is denoted by colors, network nodes represent proteins and edges represent protein–protein relationships.

In addition to gene sets for functional gene groups, gene set analysis was also performed using highly specific Gene-Disease Associations (GAD) database (De et al., 2010; Zhang et al., 2010), in which every gene in each gene set has been statistically associated with a specific human disease or disorder through a population-based genetic association study. Noteworthy, an increase or decrease in a specific disease gene set simply means the aggregate values of the genes that have been associated with that disease have increased or decreased in expression, not that the disorder itself has increased or decreased or can be altered by rTMS treatment.

## Results

In this global microarray-based gene expression analysis we used three distinct experimental modalities (Figure 1) to identify gross transcriptional changes induced by rTMS, each having specific advantages and limitations; (a) *in vitro*: purified rat embryonal hippocampal neuronal cultures allowed identification of transcriptional changes over a 48-h time course using two stimulation protocols (1 Hz and iTBS); (b) *ex vivo*: hippocampal slices from a well-established rat model of aging (Gallagher et al., 1993; Gallagher and Rapp, 1997) enabled testing two different stimulation protocols (1 Hz and iTBS), in a short-term response model (2 h) across cognitive status in the context of complex cellular organization; and (c) *in vivo*: young and aged animals allowed the identification of the global transcriptional response to rTMS, in a long-term response model (48 h), in two different brain regions (hippocampus and cerebral cortex), across age. In this way, we identified rTMS-induced transcriptional changes in multiple contexts. As a starting point for hypothesis generation, this report focuses on the effects of rTMS within each model and group, rather than on comparisons between models, cognitive status, or age groups. Detailed results of the transcriptional changes due to rTMS treatment in the context of age, cognition, and brain region will be presented elsewhere. 

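The *ex vivo* data come from hippocampal slices of 12 rats, 4 young, 4 AU and 4 AI. Slices of each rat were divided between sham, 1 Hz and iTBS, so each of the 9 groups has 4 arrays, 1 per rat, and the groups of 1 age are paired by rat. The paper gives 24 to 25 months for the aged rats and a rest of 2 h before RNA collection. The sample labels give 25 to 26 months and 1 h, though their own treatment protocol gives 2 h. The paper's values are used at its claims. The RNA was hybridized to one-color Agilent rat arrays of 62976 features, of which 58717 are not controls and carry 45598 different probes. The authors deposited the scanner's intensity for every feature after background subtraction, and a table of z-scores, in which the log intensities of each array are centered on their mean and divided by their SD. Z-scores recomputed from the intensities differed from the deposited table by at most 0.005. They were multiplied by the mean SD of the 36 arrays, 4.158 on the log2 scale, so that a difference between group means is close to a log2 fold change and is called one here. The SDs ran from 3.418 to 4.633, so differences are stretched on arrays of low SD and shrunk on others. A z-ratio is the difference of a probe's mean z-scores divided by the SD of that difference over all probes. In place of sequencing depth, an array has the share of its features that lie well above background. Its median was 81.1% in young sham (77.1% to 88.7%), 79% in young 1 Hz (73.8% to 91%) and 79.7% in young iTBS (75.2% to 92.4%). In AU rats it was 79.85% in sham (73.7% to 89.5%), 80.05% in 1 Hz (71.8% to 89.3%) and 81.6% in iTBS (73.8% to 87.4%). In AI rats it was 79.55% in sham (74.2% to 83.5%), 77.8% in 1 Hz (76.2% to 82.3%) and 79.6% in iTBS (76.8% to 92.1%). The number of arrays limits the precision of every value. Each stimulated group was compared with the sham group of its age by limma, with 1 mean per group and Benjamini-Hochberg adjustment over the 32560 probes that lay well above background on all 4 arrays of at least 1 group. The list tests used camera from limma with a preset correlation of 0.01 and the brightest probe of each gene, adjusted over 12 lists and 6 comparisons (72 tests). Beside camera, an exact permutation test compared the list means of 4 arrays with those of 4 others, two-sided. It ignores the pairing by rat, and its smallest possible p, 0.0286, cannot pass an adjustment over 72 tests unless most of the tests reach it. The 4 arrays of repeat hybridizations were left out except where they are named. The labels of 1 leave its treatment unsettled and those of another its rat.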

Here the effects of TMS are evaluated as differential gene expression in contrasts between stimulated samples and corresponding sham controls within each experimental condition.

**Figure 1:**
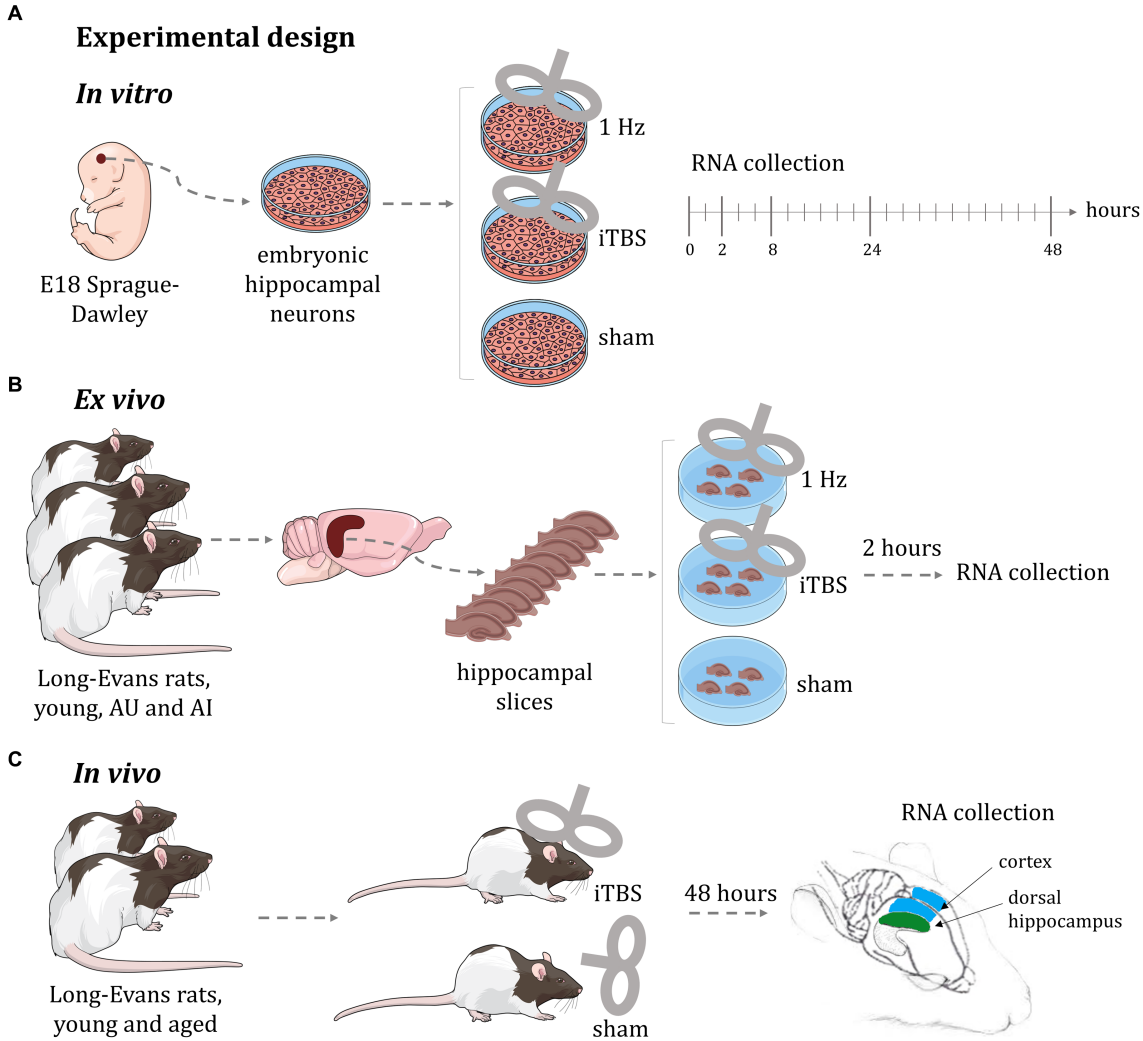
Experimental design of rTMS treatment. **(A)** *In vitro*: purified rat embryonal hippocampal neuronal cultures allowed identification of transcriptional changes over a 48-h time course using two stimulation protocols (1 Hz and iTBS); **(B)** *ex vivo*: hippocampal slices from a well-established rat model of aging enabled testing two different stimulation protocols (1 Hz and iTBS), in a short-term response model (2 h) across cognitive status in the context of complex cellular organization; **(C)** *in vivo*: young and aged animals allowed the identification of the global transcriptional response to rTMS, in a long-term response model (48 h), in two different brain regions (hippocampus and cerebral cortex), across age. AU: aged unimpaired; AI: aged impaired; iTBS: intermittent theta burst stimulation. This figure was in part created with BioRender software (BioRender.com).

### rTMS produces broad transcriptional changes

As shown in Table 1, stimulation resulted in hundreds of significant transcriptional changes between rTMS and sham-treated controls in all experimental models, with both increases and decreases in each treatment group. 

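In the *ex vivo* arrays, 0 of 32560 probes reached an adjusted p under 0.05 in limma in any of the 6 comparisons with sham, and the smallest adjusted p was 1 in each. At an unadjusted p under 0.05 there were 302 probes in young 1 Hz, 719 in young iTBS, 558 in AU 1 Hz, 764 in AU iTBS, 228 in AI 1 Hz and 232 in AI iTBS, where a rate of 5% gives 1628. With the rat as a block, which uses the pairing of the slices, 0 probes passed again, and the unadjusted counts were 929, 1922, 1063, 1516, 1311 and 760 in the same order. The genes with the smallest p were all short of the threshold. Jpx had a log2 fold change of 1.33 in young 1 Hz (standard error 0.42) and rose in 4 of 4 rats. In young iTBS it was Ugt2a1 at -1.05, in AI 1 Hz Or9s15 at -0.95 and in AI iTBS Hspa1a at -1.05. In AU rats LOC102550037 had the smallest p under both protocols, with 1.77 for 1 Hz and 1.66 for iTBS. The full set of criteria in the methods (ANOVA, z-test, false discovery rate under 0.30, z-ratio beyond 1.5 and a mean z-score above 0), with the ANOVA taken over the 9 groups, which the paper does not specify, left 1 increased and 2 decreased probes in young 1 Hz and 4 increased and 18 decreased in young iTBS. It left 1 increased and 2 decreased probes in AU 1 Hz, 1 increased and 2 decreased in AU iTBS, none in AI 1 Hz, and 0 increased and 11 decreased in AI iTBS. The 9 with a gene name in AI iTBS were Csf3, Fosl1, Cxcl11, Ifit3, Tubb6, Gpr4, Timp1, Sbno2 and Map3k6. Of the 18 with a gene name in young iTBS, Tenm4 and Peg3 rose. The others fell: Cebpd, Sbno2, Cxcl1, Hmox1, Bcl3, Kdm6b, Atm, Slco4a1, Capns2, Mthfd2, Olr1, Maff, Sh2b2, Tnfsf9, Gch1 and Irak2. Of all 35 splits of the 8 arrays into 4 and 4, 24 gave as many in AI iTBS and 16 in young iTBS. The ANOVA alone passed 1344 of 45598 probes. With the ANOVA within each age group the counts were 24, 34, 3, 7, 1 and 23 in the 6 comparisons. The figure legends give a mean signal above 0 in place of the mean z-score, and without the threshold on the mean z-score, chosen after the values were seen, the counts were 30, 122, 80, 45, 24 and 44. Of the other ways to count that were tried, the z-test and z-ratio thresholds alone, chosen after the values were seen, moved these counts most. They gave 410 increased and 345 decreased probes in young 1 Hz, 359 and 385 in young iTBS, 355 and 265 in AU 1 Hz, 316 and 232 in AU iTBS, 304 and 352 in AI 1 Hz, and 422 and 291 in AI iTBS. The full criteria were also applied without rat 2 of each age group. They kept 0 of the 3 probes in young 1 Hz and 0 of the 22 in young iTBS. In AU rats they kept 1 of the 3 under each protocol, and in AI iTBS 6 of the 11. Counting other probes, 12 then passed in young 1 Hz and 2 in young iTBS.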

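Each age group has 1 set of sham arrays, so the 1 Hz and iTBS comparisons share their controls in the *ex vivo* model. Past the full criteria, 1 probe was shared by both protocols in young rats, 0 in AU and 0 in AI. Past the z-test and z-ratio thresholds alone, chosen after the values were seen, 755 probes changed with 1 Hz and 744 with iTBS in young rats, and 108 were shared, 107 of them in the same direction. In AU rats 620 and 548 probes changed, with 76 shared and 75 in the same direction. In AI rats 656 and 713 changed, with 91 shared and 90 in the same direction. The treatment labels were then shuffled within each rat 100 times. The number shared in the same direction had a median of 95 in young (45 to 214), 113 in AU (51 to 471) and 146.5 in AI (68 to 1181). As many as observed were shared in 33 of the 100 draws in young, 89 in AU and 92 in AI.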

While there are considerable overlaps between rTMS treatments, each sample-treatment combination produced a complex pattern of transcriptional response (Figure 2). This was evident in the *in vitro*, *ex vivo*, and *in vivo* experimental models. The transcriptional response was quite dynamic, often with both increases and decreases in the same gene and gene families with time, stimulation protocol, and relative to brain region. The complete set of statistically significant transcriptional changes due to rTMS can be found here (Supplementary Table 1).

**Table 1:** Number of genes changed in each rTMS group compared to its respective sham group.

Group	Upregulated	Downregulated
*In vitro*		
0 h 1 Hz	498	564
2 h 1 Hz	765	1,080
8 h 1 Hz	297	287
24 h 1 Hz	1,121	84
48 h 1 Hz	580	668
0 h iTBS	661	486
2 h iTBS	147	217
8 h iTBS	271	248
24 h iTBS	447	441
48 h iTBS	1,115	1,283
*Ex vivo*		
Young 1HZ	676	391
Young iTBS	593	436
AU 1HZ	532	433
AU iTBS	350	254
AI 1HZ	476	833
AI iTBS	687	432
*In vivo*		
Young cortex iTBS	78	253
Young hipp iTBS	229	165
Aged cortex iTBS	9	29
Aged hipp iTBS	34	21

iTBS, intermittent theta burst stimulation; AU, aged unimpaired; AI, aged impaired.

**Figure 2:**
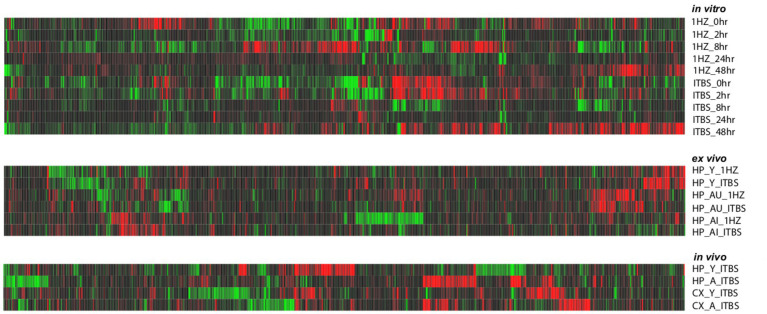
Heat map of gene expression changes due to rTMS treatment in three experimental models. Expression changes for individual genes were considered significant if they met four criteria: z-ratio > 1.5 or below −1.5; false detection rate < 0.30; a *p*-value statistic for z-score replicability <0.05; and mean background-corrected signal intensity > than zero. Red denotes higher relative expression and black to green are lower relative expression. This analysis suggests that rTMS treatment produces strikingly different patterns of gene expression across conditions within each model compared to their respective sham treatments.

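For the *ex vivo* conditions, the log2 fold changes after 1 Hz and after iTBS were correlated across the probes without a missing value, which are not independent replicates. Pearson's r was 0.333 across 32388 probes in young, 0.422 across 32370 in AU and 0.233 across 32493 in AI. Because both protocols are compared with the same sham arrays, a positive r arises without any effect. Over all 1296 ways to exchange the treatment labels within the rats, the mean r was 0.494 in young (95% of values from 0.208 to 0.709), 0.497 in AU (0.321 to 0.68) and 0.485 in AI (0.00682 to 0.814). An r as high as observed came from 1132 of them in young, 1022 in AU and 1128 in AI. With 2 sham arrays for 1 Hz and the other 2 for iTBS, averaged over the ways to divide them, r turned negative, -0.203 in young, -0.243 in AU and -0.433 in AI. In that division the difference between the rats enters both comparisons with opposite signs.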

### rTMS alters the transcription of genes involved in complex neural processes

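For the *ex vivo* arrays, the 44 genes of Table 3 make 264 entries over 6 comparisons, of which the paper prints 111 in bold. The recomputed z-ratio had the sign of the paper's in 108 of these 111, and in 90 it was beyond 1.5 in the same direction. After the filter on dim probes 84 of the bold entries could be tested by limma, and 82 had the paper's direction. Of these 84, 10 had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05, both over all probes and adjusted over the list alone. The study chose these genes on the same arrays, so the count adjusted over the list alone is not independent evidence. With the rat as a block, 25 rather than 10 had an unadjusted p under 0.05. In 20 of the 111 bold entries all 4 rats changed in the same direction, which chance gives in 12.5% of entries not chosen on these arrays, as the bold ones were. The Table 3 genes under its last heading, of which 4 of 5 could be tested, had a mean log2 fold change of 0.17 in young iTBS (camera adjusted p = 0.0998). It was 0.03 in young 1 Hz (camera adjusted p = 0.38) and -0.36 in AU 1 Hz (camera adjusted p = 0.563). Below the filter lay Cldn2, well above background on 0 of 36 arrays, Gabra6 on 4, Slc22a7 on 8 and Cxcl13 on 10.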

Table 2 (*in vitro*), Table 3 (*ex vivo*), and Table 4 (*in vivo*) show groups of selected genes with altered transcription (|z-ratio| > 1.5) implicated in complex neuronal processes in all three models tested. The categories of these genes include neurotransmission, synaptic function, inflammation, myelination, and cell–cell adhesion among other functional gene classes.

**Table 2:** *In vitro* model selected genes of rTMS induced alterations.

Gene symbol	1 Hz 0 h	1 Hz 2 h	1 Hz 8 h	1 Hz 24 h	1 Hz 48 h	iTBS 0 h	iTBS 2 h	iTBS 8 h	iTBS 24 h	ITBS 48 h	Gene name
GABA signaling											
*Gabbr1*	**−1.5**	**−2.8**	−0.4	**5.3**	0.9	0.1	−1.2	**−4.3**	0.5	−0.4	Gamma-aminobutyric acid type B receptor subunit 1
*Gabbr2*	1.1	**−1.7**	1.0	**1.5**	**1.8**	1.2	−0.5	1.0	**8.7**	−1.3	Gamma-aminobutyric acid type B receptor subunit 2
*Gabra4*	−1.0	−1.0	1.0	**1.7**	**2.5**	−0.8	**−4.1**	1.1	**2.3**	0.6	Gamma-aminobutyric acid type A receptor alpha4 subunit
*Gabrb1*	**−2.1**	−0.4	**1.6**	−0.6	**−2.5**	−0.9	1.0	0.9	**1.9**	**−7.9**	Gamma-aminobutyric acid type A receptor beta 1 subunit
*Gabrd*	**−5.0**	−1.3	1.0	**2.1**	**−11.4**	−1.0	**−2.3**	0.3	**34.6**	**−33.2**	Gamma-aminobutyric acid type A receptor delta subunit
*Gabrq*	0.3	−1.1	**1.7**	**−4.0**	**−4.5**	**2.6**	−0.2	**−2.9**	1.1	**11.9**	Gamma-aminobutyric acid type A receptor theta subunit
*Gabrg2*	−1.2	**−8.2**	1.0	0.9	0.2	**−2.1**	−1.0	0.4	0.8	**−15.7**	Gamma-aminobutyric acid type A receptor gamma 2 subunit
*Gabarapl1*	**1.9**	−0.2	**1.5**	**5.7**	**−5.9**	−1.0	0.0	**2.6**	−0.1	**−2.8**	GABA type A receptor associated protein like 1
*Gabarapl2*	**3.4**	0.4	0.4	0.6	**11.9**	−1.4	0.4	−0.2	−0.9	−0.2	GABA type A receptor associated protein like 2
*Atg4b*	0.2	−1.2	**1.6**	−1.0	**−3.0**	0.5	0.0	0.4	**5.3**	**−3.5**	Autophagy related 4B, cysteine peptidase
Glutamate signaling											
*Grik1*	**−4.0**	**−2.8**	1.3	**3.5**	−0.6	**−3.3**	0.0	0.1	**3.7**	**−2.5**	Glutamate ionotropic receptor kainate type subunit 1
*Grik4*	−1.3	**−4.0**	**2.9**	0.3	−1.0	−1.3	−0.3	0.6	**14.9**	−0.7	Glutamate ionotropic receptor kainate type subunit 4
*Gria3*	**2.7**	−0.8	−0.4	1.3	0.9	−0.8	**−2.3**	0.7	**3.0**	−1.1	Glutamate ionotropic receptor AMPA type subunit 3
*Grin1*	0.0	−0.3	0.3	**−2.0**	−1.3	**3.3**	0.5	0.0	0.7	**2.1**	Glutamate ionotropic receptor NMDA type subunit 1
*Grin2a*	−0.4	**3.8**	−0.6	1.1	1.3	−0.9	−0.4	**1.8**	0.9	**4.7**	Glutamate ionotropic receptor NMDA type subunit 2A
*Grin2c*	−1.4	**−1.9**	−0.5	**5.6**	**−2.0**	**−2.2**	−1.0	−0.2	−0.7	−0.1	Glutamate ionotropic receptor NMDA type subunit 2C
*Grin2d*	−1.3	**−1.5**	**7.9**	−0.8	**−4.5**	0.6	0.5	1.2	0.4	−1.3	Glutamate ionotropic receptor NMDA type subunit 2D
*Grm3*	−0.5	**−2.1**	**8.4**	**29.0**	1.4	**−1.8**	**−3.7**	**2.9**	0.8	**2.2**	Glutamate metabotropic receptor 3
*Grm5*	**−3.2**	−0.5	**1.8**	0.6	0.8	**−2.2**	0.2	1.1	1.3	**5.2**	Glutamate metabotropic receptor 5
*Grm6*	−0.4	**4.1**	0.4	−1.3	**2.9**	**4.0**	0.7	−1.2	−1.1	**5.8**	Glutamate metabotropic receptor 6
*Grm7*	0.6	**−11.0**	−0.3	**3.5**	−0.1	**−1.8**	**−1.6**	0.1	0.4	**−3.2**	Glutamate metabotropic receptor 7
*Cacng3*	**−1.6**	**−1.5**	**4.4**	**−1.9**	**−3.5**	0.1	−0.1	−1.3	1.1	1.4	Calcium voltage-gated channel auxiliary subunit gamma 3
*Calm1*	**5.0**	−0.8	0.7	1.1	**2.1**	**−2.6**	−0.4	**2.2**	**2.3**	**3.0**	Calmodulin 1
*Camk2b*	−0.3	**−4.6**	**1.9**	**7.3**	**−2.1**	−0.2	**−2.2**	**1.6**	**2.5**	−0.5	Calcium/calmodulin-dependent protein kinase II beta
*Camk2g*	**4.0**	**−6.7**	−0.6	**82.1**	−0.7	**−1.9**	**−1.5**	1.1	−0.3	**−3.6**	Calcium/calmodulin-dependent protein kinase II gamma
*Ppp3ca*	−0.2	−0.8	1.0	0.1	1.2	−0.3	−0.7	0.4	**1.8**	**4.1**	Protein phosphatase 3 catalytic subunit alpha
Kegg: learning and memory											
*Casp3*	−1.0	**−9.4**	**2.4**	**−3.9**	**−4.5**	**−5.1**	−0.1	**2.0**	0.4	0.7	Caspase 3
*Comt*	**−4.4**	**−4.3**	**1.7**	−0.5	0.6	0.0	−0.5	**7.2**	**2.0**	**2.4**	Catechol-O-methyltransferase
*Creb1*	1.1	0.9	**−6.4**	**1.9**	**1.8**	1.4	−0.4	−1.0	−0.7	**−1.8**	cAMP Responsive element binding protein 1
*Fgf13*	**3.2**	−0.8	**5.1**	0.7	−0.5	**−1.6**	0.1	**1.8**	−0.9	**−1.6**	Fibroblast growth factor 13
*Gpi*	−0.8	**−2.4**	**4.7**	−0.4	**−4.8**	−1.1	0.6	1.5	0.7	**1.5**	Glucose-6-phosphate isomerase
*Igf1*	0.5	**2.7**	**1.8**	**−7.8**	1.4	**5.4**	0.8	**−3.7**	1.3	**1.6**	Insulin-like growth factor 1
*Ngf*	1.1	**3.5**	0.5	**−1.5**	**−4.7**	**5.0**	0.3	0.1	0.5	**6.0**	Nerve growth factor
*Prkca*	0.1	1.2	**−2.0**	**1.7**	0.0	−0.4	0.1	0.5	**27.2**	**−4.9**	Protein kinase C, alpha
*Prkcz*	0.1	**−3.2**	0.8	−0.5	**1.5**	0.3	1.0	−1.1	**−1.5**	1.0	Protein kinase C, zeta
*Ptprz1*	−0.4	**−1.5**	**−2.9**	−0.5	0.3	**−1.5**	−1.3	−1.3	0.8	**10.9**	Protein tyrosine phosphatase, receptor type Z1
*Reln*	**6.3**	**−8.3**	**−2.1**	**2.1**	−0.8	0.0	−0.1	1.2	−0.1	**−1.5**	reelin
*Shank3*	1.1	**−3.0**	−0.4	−0.5	**−6.9**	1.0	**1.7**	1.2	**−3.9**	**6.0**	SH3 and multiple ankyrin repeat domains 3
*Th*	**1.5**	**1.7**	−0.3	**−9.4**	−1.1	**3.7**	0.3	**−3.2**	0.2	**2.0**	Tyrosine hydroxylase
*Trpm7*	0.3	**6.1**	0.5	**−3.6**	0.9	**6.0**	1.0	**−5.1**	0.4	**3.0**	Transient receptor potential cation channel, subfam M, 7
Kegg: Alzheimer’s disease											
*Apbb1*	**−2.2**	**−17.3**	**4.0**	**2.8**	1.3	1.2	0.4	−0.2	−0.7	**4.4**	Amyloid beta precursor protein binding family B member 1
*Apoe*	**−1.8**	**−2.0**	1.2	**2.3**	**−34.5**	**−1.8**	**−1.7**	**1.9**	0.2	−1.2	Apolipoprotein E
*Atf6*	0.6	**7.5**	**−3.0**	**1.9**	0.9	0.0	−1.4	1.3	**4.4**	**−4.5**	Activating transcription factor 6
*Atp2a2*	0.0	0.3	**−2.2**	1.2	**−12.8**	1.3	−0.1	**−1.8**	**5.7**	**−1.5**	ATPase sarcoplasmic/endoplas. Retic. Ca^2+^ transporting 2
*Bad*	−0.3	−0.7	1.3	−0.3	−0.2	**2.3**	−0.2	0.4	−1.2	**−2.0**	BCL2-Associated agonist of cell death
*Casp3*	−1.0	**−9.4**	**2.4**	**−3.9**	**−4.5**	**−5.1**	−0.1	**2.0**	0.4	0.7	caspase 3
*Eif2ak3*	−0.2	**3.9**	−0.8	0.5	−0.9	−0.2	**−2.6**	1.0	1.2	**−9.5**	Eukaryotic translation initiation factor 2 alpha kinase 3
*Gsk3b*	−0.9	−0.5	**4.0**	−1.1	−0.9	−0.2	1.4	0.9	−0.1	0.9	Glycogen synthase kinase 3 beta
*Mapt*	**2.8**	**−3.8**	1.3	**2.4**	0.7	**6.6**	−0.5	**3.9**	**−5.9**	**−3.6**	Microtubule-associated protein tau
*Ppp3cb*	−0.5	−0.5	0.4	**4.9**	0.7	−0.5	**−7.7**	1.2	0.4	**2.8**	Protein phosphatase 3 catalytic subunit beta
*Psen2*	**−1.6**	**−3.5**	**−1.5**	0.0	**−12.5**	0.1	−1.0	−0.1	**2.5**	−1.2	Presenilin 2
*Tnfrsf1a*	0.3	0.3	**−2.7**	−0.4	0.8	**11.4**	**−4.1**	−0.1	**3.5**	**−2.1**	TNF receptor superfamily member 1A

In bold, genes with z-ratio > 1.5, *p* value < 0.3 (false discovery rate correction), p value statistic for z-score replicability below 0.05, and mean background-corrected signal intensity > 0. Bold values represent z-ratio.

**Table 3:** *Ex vivo* model selected genes of rTMS induced alterations.

Gene symbol	Y 1HZ	Y iTBS	AU 1HZ	AU iTBS	AI 1HZ	AI iTBS	Gene name
Complement							
*C1qc*	**−2.29**	**−3.15**	0.13	1.02	0.14	**1.59**	Complement C1q C chain
*C1qb*	**−2.25**	**−1.96**	−0.15	−0.60	−0.42	**2.06**	Complement C1q B chain
*C2*	**−2.58**	**−3.36**	−0.18	0.73	0.68	**2.92**	Complement C2
*C3*	−1.19	**−3.75**	−0.33	1.12	0.19	**3.01**	Complement C3
*C3ar1*	**−1.90**	**−2.26**	0.49	0.81	−0.33	−0.34	Complement C3a receptor 1
*C4a*	**−3.96**	**−3.62**	−0.37	1.05	−0.03	**2.68**	Complement C4A
*C4b*	**−3.69**	**−3.57**	−0.02	0.56	−0.14	**2.94**	Complement C4B
*Cfhr1*	**−1.97**	−1.34	−0.48	−1.13	**2.17**	−1.27	Complement factor H-related 1
Inflammatory							
*Il12b*	**−3.83**	**−3.60**	−0.17	0.55	1.19	**2.72**	Interleukin 12B
*Il1b*	**−3.71**	**−5.54**	−0.24	**−1.53**	−0.25	1.42	Interleukin 1 beta
*Il1rn*	**−3.22**	**−4.00**	−0.03	0.42	−0.24	0.80	Interleukin 1 receptor antagonist
*Il1a*	**−2.17**	**−3.76**	0.16	−0.77	−0.43	0.71	Interleukin 1 alpha
*Cd74*	**−3.79**	**−5.01**	−0.45	**1.98**	1.03	**4.65**	CD74 Molecule, MHC class II invariant chain
*Cd68*	**−3.31**	**−3.52**	−0.19	0.05	0.10	**2.51**	Cd68 Molecule
*Cxcl13*	**−2.89**	**−4.01**	−1.25	**−1.51**	**−1.72**	**3.46**	C-X-C Motif chemokine ligand 13
*Tnfsf9*	**−2.84**	**−3.13**	0.28	−0.78	**1.57**	**2.07**	TNF Superfamily member 9
Myelination							
*Mobp*	**2.05**	−0.05	0.09	**1.15**	−0.01	−0.43	Myelin-associated oligodendrocyte basic protein
*Mog*	**1.77**	−0.65	−0.15	1.06	0.80	−0.29	Myelin oligodendrocyte glycoprotein
*Cnp*	**1.61**	−0.49	**1.81**	**3.00**	0.55	−0.76	2′,3′-Cyclic nucleotide 3′ phosphodiesterase
*Sox10*	0.91	**−3.23**	0.39	1.14	0.34	−0.21	SRY box 10
*Erbb3*	1.42	0.02	0.34	**1.62**	0.90	−0.42	Erb-b2 receptor tyrosine kinase 3
*Tf*	**1.53**	0.32	0.67	1.14	0.26	0.18	Transferrin
*Cadm4*	0.49	**2.29**	−0.61	−0.67	0.25	−0.15	Cell adhesion molecule 4
*Klk6*	**1.90**	−0.04	0.52	1.34	0.95	−0.43	Kallikrein related-peptidase 6
Claudins							
*Cldn2*	**1.55**	1.16	0.14	1.19	−0.03	−0.99	Claudin 2
*Cldn4*	**3.21**	**2.38**	−0.18	0.61	**2.00**	**−1.93**	Claudin 4
*Cldn6*	**3.62**	0.65	−1.38	**−2.19**	**2.85**	**1.77**	Claudin 6
*Cldn7*	0.33	0.34	0.79	0.37	**2.03**	**2.53**	Claudin 7
*Cldn11*	**2.17**	0.24	0.51	1.28	0.47	0.08	Claudin 11
*Cldn14*	−0.65	−0.80	1.13	**1.50**	0.20	1.24	Claudin 14
*Cldn16*	−0.22	**3.13**	−1.29	**−3.42**	−0.87	0.16	Claudin 16
*Cldn20*	**1.73**	−0.15	0.91	1.01	**−1.69**	−1.43	Claudin 20
*Cldn23*	**−1.53**	**1.70**	0.18	−0.03	0.42	**−2.95**	Claudin 23
Neuronal genes							
*Gabra6*	−0.97	**1.96**	0.90	0.37	0.16	**1.97**	Gamma-aminobutyric acid (GABA) A receptor, alpha 6
*Sv2b*	−0.12	**1.71**	**2.01**	0.16	**1.92**	0.48	Synaptic vesicle glycoprotein 2b
*Grin3a*	**−1.85**	**2.19**	**2.33**	−0.46	−0.62	−0.48	Glutamate receptor, ionotropic, N-methyl-D-aspartate 3A
*Chrna5*	**−1.52**	**1.83**	−0.75	−0.84	0.43	−0.59	Cholinergic receptor, nicotinic, alpha 5 (neuronal)
*Slc6a13*	0.29	**1.79**	−0.61	−0.38	−0.08	−0.83	Solute carrier family 6 (neurotransmitter transporter), member 13
*Slc5a7*	**−2.67**	**−5.00**	−0.98	0.34	**3.00**	**3.25**	Solute carrier family 5 (sodium/choline cotransporter), member 7
Other							
*Plac8*	**−3.97**	**−3.17**	−1.18	−1.26	0.21	**4.46**	Placenta-specific 8
*Igf2*	1.22	**2.99**	−0.56	**−3.73**	−0.08	−1.06	Insulin-like growth factor 2
*Folr1*	**3.58**	**2.71**	**−4.41**	0.11	**1.88**	**−1.55**	Folate receptor 1 (adult)
*Otx2*	**6.83**	**2.35**	−1.40	**4.57**	**−1.57**	**−6.04**	Orthodenticle homeobox 2
*Slc22a7*	−0.75	−1.40	**−2.87**	0.75	**4.11**	**1.85**	Solute carrier family 22 (organic anion transporter), member 7

In bold, genes with z-ratio > 1.5, *p* value < 0.3 (false discovery rate correction), *p* value statistic for z-score replicability below 0.05, and mean background-corrected signal intensity > 0. Bold values represent z-ratio. Y, Young rats; AU, Aged-unimpaired rats; AI, Aged-impaired rats (for classification criterion, see Background behavioral characterization in Material and Methods).

**Table 4:** *In vivo* model selected genes of rTMS induced alterations.

Gene symbol	Y CX iTBS	A CX iTBS	Y HP iTBS	A HP iTBS	Gene name
Neuronal genes					
*Gas7*	**2.13**	1.09	**1.67**	−0.38	Growth arrest specific 7
*Grin2d*	**1.79**	**1.42**	**4.54**	0.45	Glutamate ionotropic receptor NMDA type subunit 2D
*Ryr2*	**2.80**	**1.58**	−0.51	−0.33	Ryanodine receptor 2
*Otof*	**2.55**	**1.68**	−0.58	−0.41	Otoferlin
*Sorl1*	**1.63**	0.41	−0.48	0.24	Sortilin related receptor 1
*Penk*	−0.88	**3.00**	−0.52	0.33	Proenkephalin
*Prodh1*	0.59	**2.51**	−0.62	−0.35	Proline dehydrogenase 1
*Ptk2b*	0.65	**2.67**	−0.97	1.40	Protein tyrosine kinase 2 beta
*Arc*	0.11	**−3.62**	0.32	**−1.89**	Activity-regulated cytoskeleton-associated protein
*S100b*	**−2.92**	**−3.15**	**−1.78**	**−2.95**	S100 calcium binding protein B
*Htr2c*	0.23	**−2.84**	1.15	**−1.68**	5-Hydroxytryptamine receptor 2C
*Grm2*	**1.66**	1.22	0.62	−0.29	Glutamate metabotropic receptor 2
*Rgs4*	0.61	0.53	1.39	**−3.12**	Regulator of G-protein signaling 4
*Nxph3*	0.68	−0.09	0.67	**−3.65**	Neurexophilin 3
Complement					
*C1s*	−0.05	0.19	**−2.02**	0.87	complement C1s
*C2*	−0.94	−0.21	**−1.60**	1.11	complement C2
Immune					
*RT1-Da*	**−3.60**	−0.53	**−3.55**	**3.19**	RT1 class II, locus Da
*Cd74*	**−3.23**	0.57	**−3.46**	**2.62**	CD74 molecule, MHC class II invariant chain
*Tlr3*	**−3.02**	**−2.29**	**−2.77**	−0.96	Toll-like receptor 3
*Irf7*	−0.09	**2.43**	−0.42	**2.34**	Interferon regulatory factor 7
Hemoglobin					
*Hbb*	−0.98	**−1.99**	1.33	**−2.40**	Hemoglobin subunit beta
*Hba1*	−0.45	**−1.64**	1.15	**−3.00**	Hemoglobin, alpha 1
*Hbe2*	−0.13	**−1.81**	0.93	**−3.03**	Hemoglobin, epsilon 2
*Hbb-b1*	0.56	1.26	**3.55**	**−2.83**	Hemoglobin, beta adult major chain
Other					
*Ttr*	**4.47**	**2.61**	**−2.86**	0.56	Transthyretin
*Bmp4*	−0.40	**2.17**	−1.01	**1.58**	Bone morphogenetic protein 4
*Klhl14*	0.35	**−4.93**	**1.50**	−0.84	Kelch-like family member 14
*Hook3*	−0.63	**−3.45**	0.65	**−2.76**	Hook microtubule-tethering protein 3
*Rxrg*	−0.19	**−3.06**	**2.23**	−0.70	Retinoid X receptor gamma
*Slc27a2*	**−4.07**	**−2.92**	−0.64	**−4.69**	Solute carrier family 27 member 2
*Abcg2*	**−4.47**	−0.36	**−2.50**	0.32	ATP-binding cassette, subfamily G (WHITE), member 2
*Prg2*	**5.78**	−0.28	**2.84**	−1.16	Proteoglycan 2
*Adam7*	**5.43**	**1.52**	**−1.73**	−0.67	ADAM metallopeptidase domain 7
*Prb1*	**4.97**	1.32	**3.46**	0.44	Proline-rich protein BstNI subfamily 1
*Mrpl43*	**4.48**	−0.15	**2.63**	0.08	Mitochondrial ribosomal protein L43
*Sema6c*	**1.62**	**1.64**	**4.28**	0.39	Semaphorin 6C
*S100b*	−1.30	**−2.99**	**−4.01**	**−2.64**	S100 Calcium binding protein B
*Ppp1r16b*	**−2.93**	**1.95**	**−2.14**	**2.17**	Protein phosphatase 1, regulatory subunit 16B
*Mis18a*	**−3.58**	**2.72**	**−3.16**	**4.22**	MIS18 kinetochore protein A
*Ranbp3l*	**−2.80**	**1.03**	**0.46**	**3.01**	RAN binding protein 3-like
*Enpp6*	**1.65**	**1.82**	0.06	**2.83**	Ectonucleotide pyrophosphatase/phosphodiesterase 6
*Gpat2*	0.35	1.21	**2.42**	**−3.62**	Glycerol-3-phosphate acyltransferase 2, mitochondrial
*Alas2*	0.03	**−2.07**	−0.08	**−3.75**	5′-Aminolevulinate synthase 2
*Apold1*	−0.77	**−3.41**	0.51	**−2.58**	Apolipoprotein L domain containing 1

In bold, genes with z-ratio > 1.5, *p* value < 0.3 (false discovery rate correction), *p* value statistic for z-score replicability below 0.05, and mean background-corrected signal intensity > 0. Bold values represent z-ratio. Y, Young rats; A, Aged rats.

With the *in vitro* model using rat hippocampal neuronal cultures, genes involved in inhibitory and excitatory neurotransmission were altered, both upregulated and downregulated (Table 2), which included multiple GABA (Figure 3A) and glutamate receptors (Figure 3B) such as *Gabbr1,2*; *Grik1,4*; *Grm3-7*, and *Gabra4* (Heidelberg et al., 2013) as well as genes involved in learning and memory-related plasticity. In addition, the transcriptional response was altered in oxidative phosphorylation pathways including shared genes involved in Huntington’s, Alzheimer’s, and Parkinson’s disease (Figures 4A,B). 

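In the *ex vivo* model, Slc5a7, which encodes the high-affinity choline transporter (NM_053521), had a log2 level of -1.24 ± 0.83 (SD, n = 4) in young sham and -2.93 ± 0.85 in young iTBS. Its log2 fold change was -1.69 (standard error 0.64, adjusted p = 1 by limma), with a fall in 3 of 4 rats. Levels are log2 units from the mean of the array, and a level below 0 is dimmer than that mean. Slc6a13 (NM_133623), a GABA transporter, changed by 0.68 after iTBS in young rats (standard error 0.31, adjusted p = 1), up in 4 of 4, with 2.10 in rat 4 and 0.43 or less in the others. Chrna5 (NM_017078), a nicotinic receptor subunit, changed by 0.66 (standard error 0.52, adjusted p = 1), also up in 4 of 4. It lay well above background on 28 of 36 arrays. With each rat left out in turn its change ran from 0.29 (without rat 2) to 0.85. Grin3a (NM_138546) changed by -0.71 after 1 Hz in young rats (standard error 0.44, adjusted p = 1) and fell in 4 of 4. With each rat left out its change ran from -0.88 to -0.42 (without rat 3). A like change in all 4 rats arises by chance in 12.5% of genes that were not chosen on these arrays, as these were. Arc changed by 0.27 after 1 Hz in young rats (standard error 0.25, adjusted p = 1) and by -0.02 after iTBS. The neuronal genes of Table 3 as a list, 5 of 6 tested, had a mean change of -0.34 in young 1 Hz (camera adjusted p = 0.14) and 0.18 in young iTBS (camera adjusted p = 0.0638). With each rat left out in turn, the change of Slc5a7 stayed negative, and it was -0.78 after quantile normalization.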

In the *ex vivo* and *in vivo* models (Tables 3, 4) altered transcription of additional neuronal genes was shown to include genes involved in neurotransmission [*Ptk2b* (Brys et al., 2013), *Slc6a13* (Christiansen et al., 2007)]; choline transport [*Slc5a7* (Ribeiro et al., 2006), *Ryr2* (Abu-Omar et al., 2017), *Chrna5* (Proulx et al., 2014)]; synaptic function [*Grin3a* (*Glun3a*; Perez-Otano et al., 2016)]; plasticity (*Arc*; Tomas Pereira et al., 2015, *Cnp*; Barmashenko et al., 2014); learning and memory [*Arc*; Morin et al., 2015; Tomas Pereira et al., 2015), *Grin2d*, (*Glun2d*; Jacobs et al., 2014)], and cognition (*Ryr2*; Liu et al., 2012, *Arc*; Morin et al., 2015, *Sorl1*; Li et al., 2017), among others.

**Figure 3:**
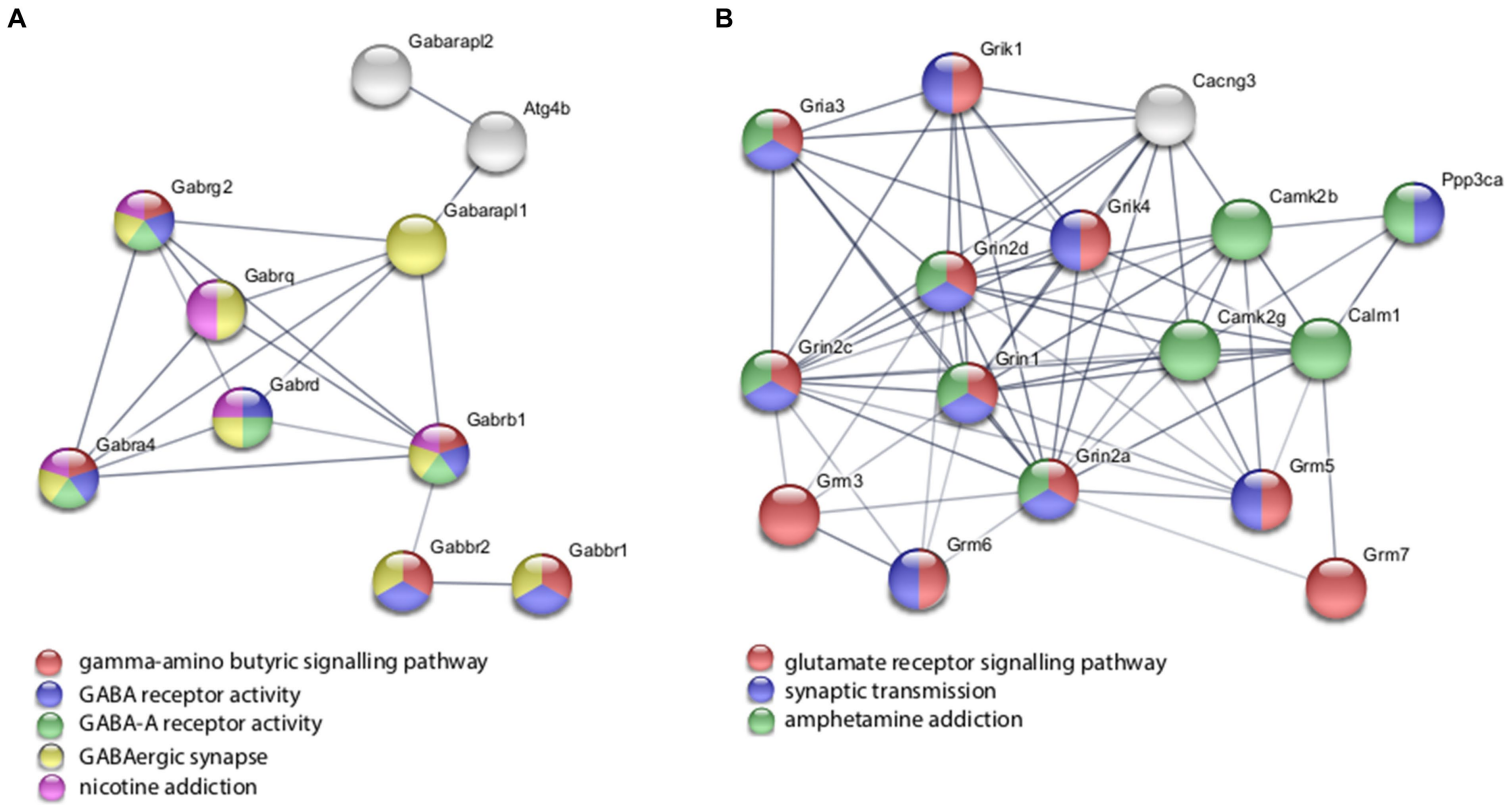
Selected protein–protein interaction network analysis from rTMS altered differential gene expression in the *in vitro* model. Networks built from shared genes involved in inhibitory and excitatory neuronal functions, including multiple **(A)** GABA and **(B)** glutamate receptors. Expression changes for individual genes were considered significant if they met four criteria: z-ratio > 1.5 or below −1.5; false detection rate < 0.30; a *p*-value statistic for z-score replicability <0.05; and mean background-corrected signal intensity > than zero. Functional or biological grouping is denoted by colors. Network nodes represent proteins and edges represent protein–protein relationships.

**Figure 4:**
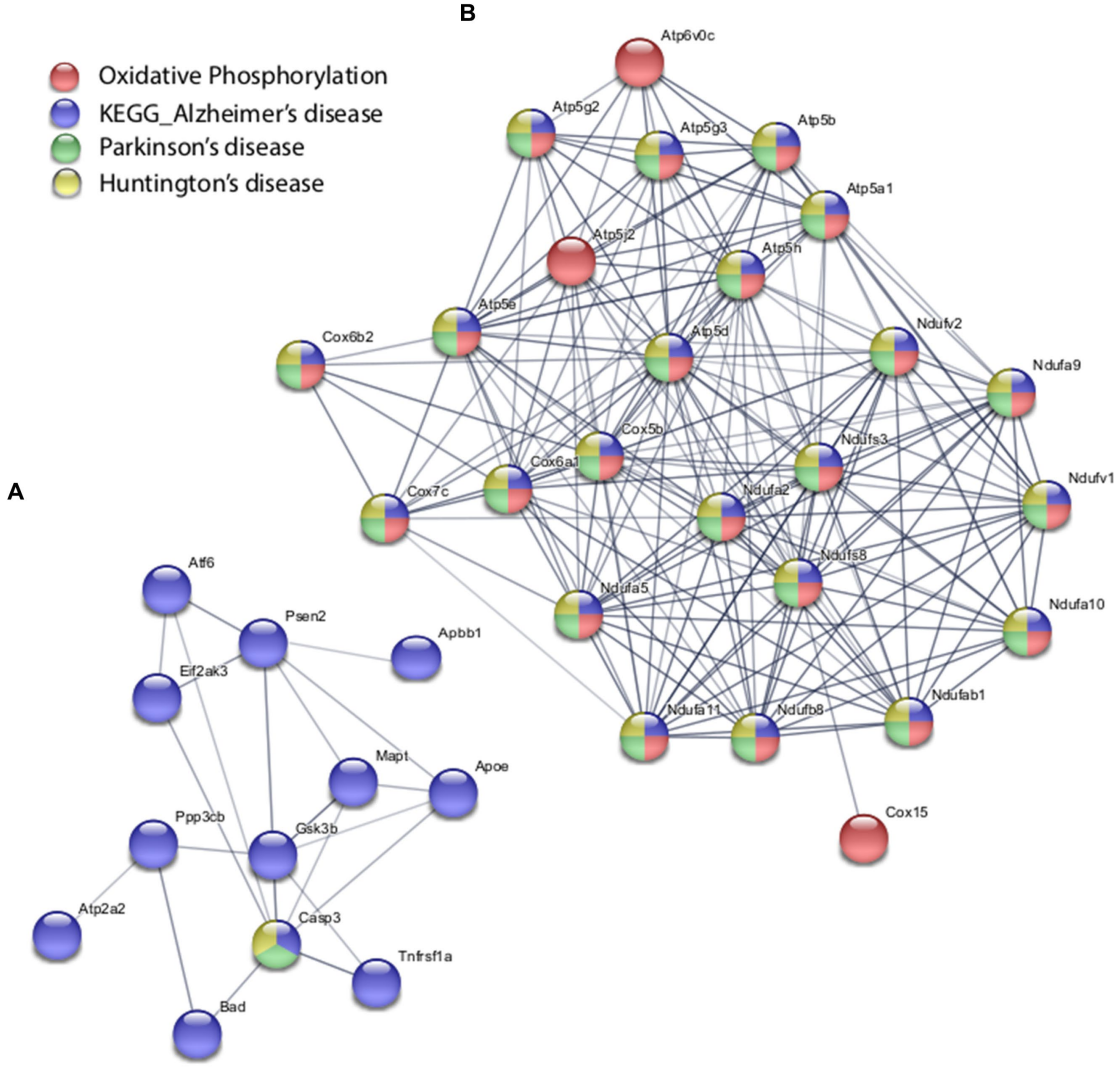
Selected protein–protein interaction network analysis from rTMS altered differential gene expression in the *in vitro* model. Networks built from shared genes involved in glutamate signaling and neurotransmission. **(A)** Transcriptional alteration of genes involved in Alzheimer’s disease. **(B)** Transcriptional response was altered in oxidative phosphorylation pathways including shared genes involved in Huntington’s, Alzheimer’s, and Parkinson’s disease. Expression changes for individual genes were considered significant if they met four criteria: z-ratio > 1.5 or below −1.5; false detection rate < 0.30; a *p*-value statistic for z-score replicability <0.05; and mean background-corrected signal intensity > than zero. Functional grouping is denoted by colors. Network nodes represent proteins and edges represent protein–protein relationships.

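The 8 myelin genes of Table 3 (Mobp, Mog, Cnp, Sox10, Erbb3, Tf, Cadm4 and Klk6) had a mean log2 level of 3.14 ± 0.32 (SD, n = 4) in young sham and 3.64 ± 0.15 in young 1 Hz. The mean change was 0.50 (camera adjusted p = 2.53e-06), all 8 genes rose, and the mean rose in 4 of 4 rats, by 0.46, 0.07, 0.86 and 0.61. The exact permutation test gave p = 0.0286 for it, the smallest it can give. The list is the study's own choice on these arrays. Neither fry, which allows for the correlation between the genes of a list, nor camera with an estimated correlation called it (adjusted p = 0.645 and 0.199). In none of the 24 of 72 list tests past the threshold in camera did fry or the estimated correlation give an adjusted p under 0.05. In AU iTBS the mean change was 0.33 (camera adjusted p = 0.032), up in 4 of 4 rats, and was not past the threshold without rat 1 (0.20) or without rat 3 (0.33). With the rat as a block its adjusted p was 0.0993, in a range from 0.00426 to 0.987 over all alternatives. In young iTBS the mean change was -0.05 while the median was 0.04 and camera pointed up (adjusted p = 0.767). The mean turned to 0.18 without rat 2, past the threshold, and to 0.02 under scaling to the 75th percentile. The remaining changes of the list were 0.11 in AU 1 Hz, 0.09 in AI 1 Hz and -0.10 in AI iTBS, with camera adjusted p of 0.381, 0.954 and 0.563.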

Coordinate transcriptional upregulation occurred in a cohort of myelin regulatory genes at 2 h post-rTMS stimulation in the *ex vivo* model (Table 3). These include increases in *Mobp*, *Mog*, *Cnp*, *Erbb3 Klk6*, *Cadm4*, and *transferrin* (*Tf*). However, the myelin regulatory factor *Sox10* was downregulated in the iTBS-stimulated *ex vivo* samples. 

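Among these genes, Mobp (NM_012720) rose from 5.72 ± 0.56 (SD, n = 4) in young sham to 6.49 ± 0.36 in young 1 Hz. Its log2 fold change of 0.77 had a standard error of 0.38 (adjusted p = 1 by limma), and it rose in 4 of 4 rats. Mog (0.57), Klk6 (0.58), Tf (0.55), Cnp (0.54) and Erbb3 (0.52) changed alike in young 1 Hz, each with an adjusted p of 1. Mog and Tf rose in 4 of 4 rats, and the other genes in 3 of 4. The largest change of Cnp (NM_012809) was 1.05 in AU iTBS (standard error 0.37, adjusted p = 1), with 1.54, 0.32, 2.38 and -0.04 in rats 1 to 4. Cadm4 changed by 0.34 in young iTBS (standard error 0.34, adjusted p = 1), and 1 of its young iTBS values was missing. With each rat left out in turn, the changes of Mobp, Mog, Klk6, Tf, Cnp, Erbb3 and Cadm4 named here all stayed positive. Sox10 (NM_019193) changed by -1.01 in young iTBS (standard error 0.59, adjusted p = 1). Its changes in the 4 rats were 0.41, -0.79, -3.75 and 0.08, so it fell in 2 and rose in 2, and the SD in young iTBS was 2.27 against 0.53 in sham.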

Myelin-related transcriptional induction was not statistically significant at 48 h for *in vivo* or at 2 h for *in vitro* cultures. Moreover, gene expression from nine Claudin family members was both increased and decreased in the *ex vivo* model (Table 3). 

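Of the 9 Claudins of Table 3, Cldn11, Cldn14 and Cldn23 lay well above background in at least 1 group and were tested. The number of arrays well above background was 0 of 36 for Cldn2, 7 for Cldn16, 11 for Cldn20, 15 for Cldn6 and Cldn7, and 24 for Cldn4, and these Claudins were left untested by limma. Cldn11 (NM_053457), the brightest, rose from 6.72 ± 0.27 (SD, n = 4) in young sham to 7.35 ± 0.29 in young 1 Hz. Its log2 fold change of 0.63 had a standard error of 0.23 (adjusted p = 1 by limma), and it rose in 4 of 4 rats. The Claudins of Table 3 have 20 bold entries, all with the paper's sign in the recomputed z-ratios, and 5 of these entries could be tested. As a list, the 3 tested Claudins had a mean change of -0.04 in young 1 Hz, with a median of -0.16 while camera pointed up (adjusted p = 0.469). It was 0.15 in young iTBS (camera adjusted p = 0.49), 0.14 in AU 1 Hz (0.49), 0.21 in AU iTBS (0.469) and 0.003 in AI 1 Hz, where camera pointed down (0.82). In AI iTBS the mean was -0.22 and the median 0.04 (camera adjusted p = 0.767).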

Claudins mediate cell–cell contact and blood–brain barrier integrity. A shared protein domain network showing interrelationships between the TMS transcriptionally altered Claudins is shown in Figure 5.

**Figure 5:**
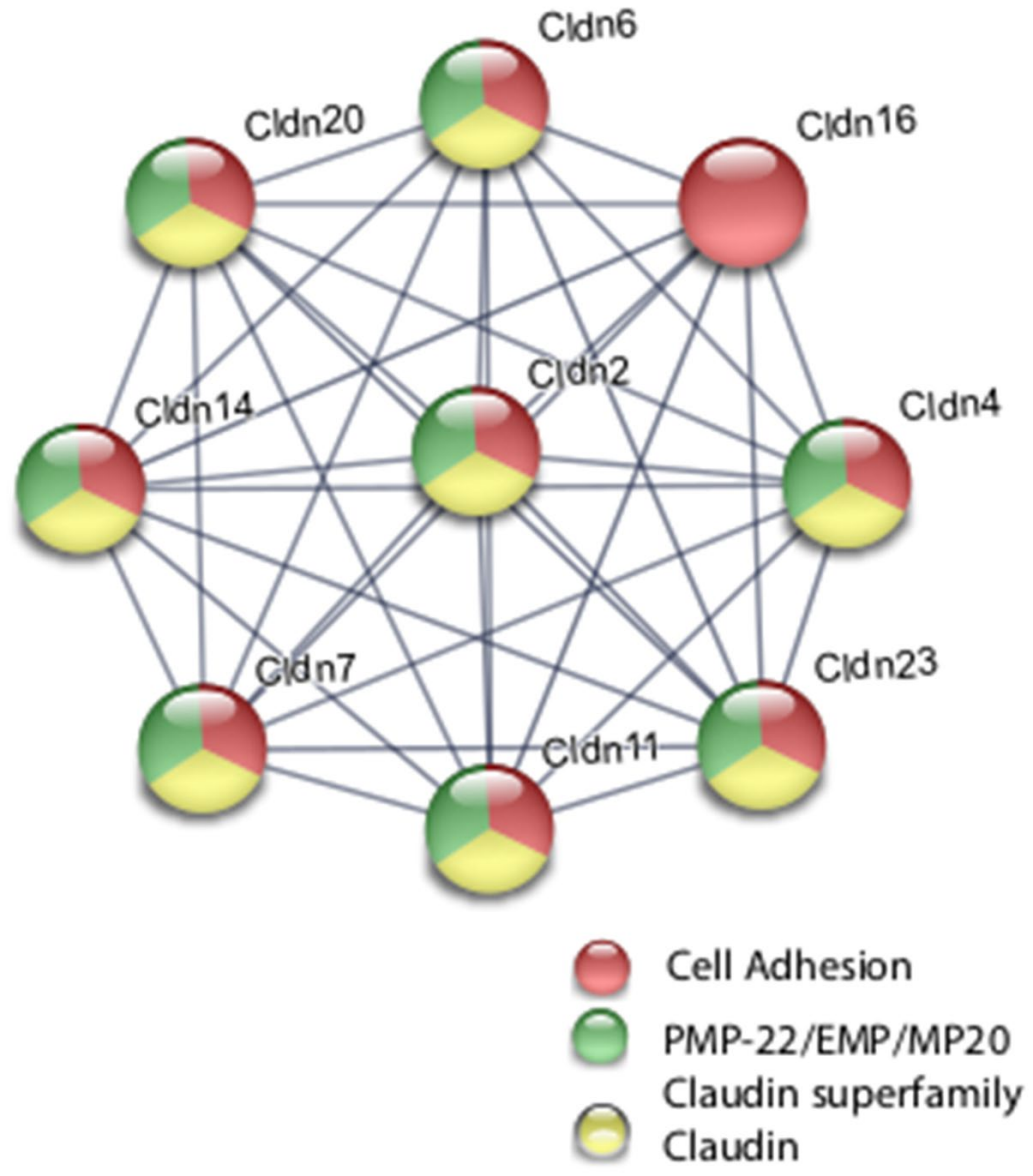
Selected protein–protein interaction network analysis from rTMS altered differential gene expression in the *ex vivo* model. Network built from shared genes involved in Claudin family members. Expression changes for individual genes were considered significant if they met four criteria: z-ratio > 1.5 or below −1.5; false detection rate < 0.30; a *p*-value statistic for z-score replicability <0.05; and mean background-corrected signal intensity > than zero. Functional grouping is denoted by colors. Network nodes represent proteins and edges represent protein–protein relationships.

### rTMS results in a broad-based anti-inflammatory transcriptional response

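In the *ex vivo* young rats, the inflammatory genes of Table 3 (Il12b, Il1b, Il1rn, Il1a, Cd74, Cd68 and Tnfsf9, with Cxcl13 below the filter) had a mean log2 level of 1.293 ± 2.27 (SD, n = 4) in sham, -0.03 ± 0.18 in 1 Hz and -0.38 ± 0.28 in iTBS. The mean change was -1.32 for 1 Hz (camera adjusted p = 8.58e-06) and -1.67 for iTBS (camera adjusted p = 8.93e-06). It was 0.02, -4.69, -0.26 and -0.36 in the 4 rats for 1 Hz and -0.33, -5.42, -0.76 and -0.18 for iTBS. Without rat 2 the mean change was -0.20 for 1 Hz and -0.42 for iTBS, and neither was past the threshold. The exact permutation test gave p = 0.2 for 1 Hz and p = 0.0286 for iTBS. In AU rats the mean change was -0.12 for 1 Hz and -0.11 for iTBS (camera adjusted p = 0.895 and 0.381).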

rTMS produced a substantial reduction in transcripts involved in immune and inflammatory processes in the *ex vivo* and *in vivo* samples. 

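The complement genes of Table 3 (C1qb, C1qc, C2, C3, C3ar1, C4a and C4b) had a mean log2 level of 2.74 ± 2.42 (SD, n = 4) in young sham, 1.67 ± 0.30 in young 1 Hz and 1.39 ± 0.39 in young iTBS. The mean change was -1.07 for 1 Hz (camera adjusted p = 4.92e-04) and -1.35 for iTBS (camera adjusted p = 7.04e-04), and all 7 genes fell with both protocols. By rat, the mean changed by 0.54, -4.97, 0.05 and 0.10 with 1 Hz and by 0.04, -5.51, -0.19 and 0.26 with iTBS, so 3 of 4 rats rose with 1 Hz and 2 of 4 with iTBS. Without rat 2 the mean change was 0.23 for 1 Hz and 0.04 for iTBS. The difference was smaller than the spread between the sham arrays, and the exact permutation test gave p = 0.714 for 1 Hz and p = 0.371 for iTBS. C4a (NM_031504) changed by -1.56 with 1 Hz (standard error 1.35, adjusted p = 1 by limma), with 0.56, -7.21, 0.34 and 0.06 in the 4 rats, and by 0.32 without rat 2. With iTBS it changed by -1.56 (standard error 1.35, adjusted p = 1), and by 0.30 without rat 2. In AU rats the list changed by -0.12 with 1 Hz and by 0.08 with iTBS, where camera pointed down (camera adjusted p = 0.792 and 0.737).

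**Figure D1:**
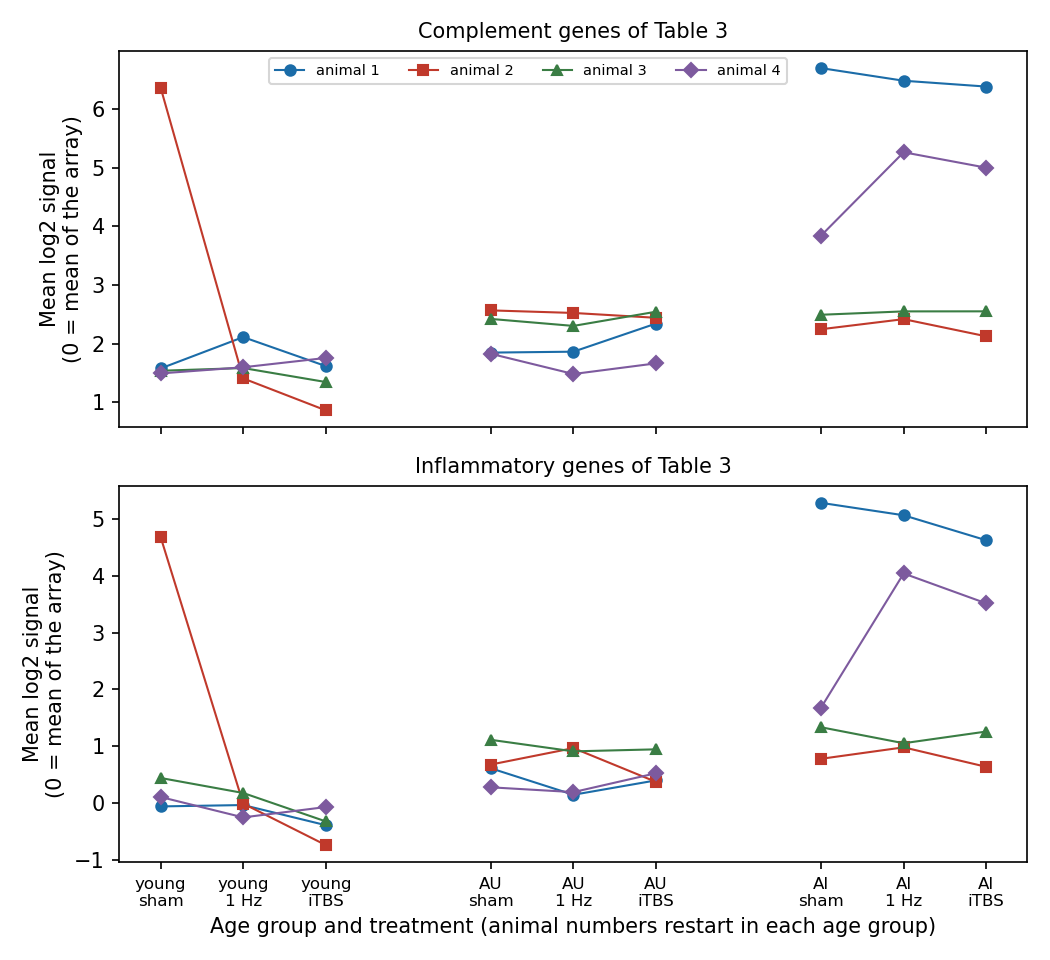
Mean log2 signal of the complement genes and of the inflammatory genes of Table 3 (vertical axis, 0 is the mean of the array) in the slices of each rat under sham, 1 Hz and iTBS, by age group. In the young group the sham array of rat 2 stands at 6.37 for the complement genes, while no other young array is above 2.11.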

Most striking was the coordinate downregulation of many members of the classical complement pathway in the *ex vivo* rTMS model with both 1 Hz and iTBS (Table 3) stimulation after 2 h. In addition, the expression of complement factors *C1s* and *C2* was reduced in the *in vivo* model in the young hippocampus at 48 h (Table 4). In contrast, *C1qb*, *C1qc*, *C2*, *C3*, *C4a*, and *C4b* were *increased* in the AI hippocampus using iTBS in the *ex vivo* model (Table 3). 

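In the AI *ex vivo* slices the complement genes had a mean log2 level of 3.82 ± 2.05 (SD, n = 4) in sham and 4.02 ± 2.03 in iTBS. The mean change of 0.20 was within the spread between rats (camera adjusted p = 0.563), with -0.32, -0.12, 0.06 and 1.16 in rats 1 to 4. It was -0.13 without rat 4. With the repeat hybridizations as additional arrays, chosen after the values were seen, it was 0.67 (camera adjusted p = 0.00735, in a range from 0.00735 to 1 over all alternatives). The repeat adds an iTBS array of AI rat 1, the rat with the highest complement level. Of the genes named, C3 (NM_016994) changed by 0.47 (standard error 1.11, adjusted p = 1 by limma) and rose in 2 of 4 rats. C4b changed by 0.44, C2 by 0.41, C1qb by 0.29, C4a by 0.25 and C1qc by 0.01, all with an adjusted p of 1. C2 and C1qb rose in 3 of 4 rats, C4b in 2, and C4a and C1qc in 1. Without rat 4 the change was -0.25 for C4a, -0.38 for C1qc and -0.002 for C2. C1qc was also negative under both other scalings, -0.12 after scaling to the 75th percentile and -0.09 after quantile normalization. With the slide as a block the 6 genes changed by 0.32 (C1qc) to 0.87 (C4b), all with an adjusted p of 1.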

Although generally thought of as mediators of innate immunity, members of the complement cascade have also been shown to be important in synaptic remodeling (Presumey et al., 2017), and have been associated with schizophrenia (Nimgaonkar et al., 2017), age-related macular degeneration (Lu et al., 2018), and Alzheimer’s disease (Torvell et al., 2021).

Additional inflammatory genes that were transcriptionally repressed by rTMS included *Il1b*, *Il1rn*, *Cd74*, and *Il12b* in the *ex vivo* model following iTBS (Table 3), and *Tlr3*, *Cd74*, and *RT1-Da* in the *in vivo* model (Table 4). Moreover, the gene for *S100b*, a marker of neuroinflammation and neuronal damage, was markedly downregulated by rTMS in all *in vivo* samples (Table 4). 

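After iTBS in the young *ex vivo* slices, Il1b (NM_031512) fell from 3.90 ± 2.14 (SD, n = 4) in sham to 1.65 ± 0.53. The log2 fold change was -2.24 (standard error 1.04, adjusted p = 1 by limma), down in 4 of 4 rats by a change of -0.78, -5.95, -1.24 and -1.00, and it was -1.01 without rat 2. Il1rn (NM_022194) changed by -1.62 (standard error 1.01, adjusted p = 1), also down in 4 of 4, and by -0.54 without rat 2. Cd74 (NM_013069) changed by -2.24 (standard error 1.67, adjusted p = 1), with 0.15, -10.36, -0.25 and 1.49 in the 4 rats, and by 0.46 without rat 2. Il12b (NM_022611) changed by -1.42 (standard error 1.09, adjusted p = 1), down in 2 of 4 rats, and by -0.24 without rat 2, and lay well above background on 2 of 4 arrays in both groups.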

Importantly, immune regulatory molecules as a group were not significantly altered by rTMS in the *in vitro* model using purified neuronal cultures suggesting that modulation of immune transcripts in both *ex vivo* and *in vivo* models (both complex tissue intact samples) were from non-neuronal cells including resident glial cell populations.

### rTMS affects the transcription of genes implicated in disorders for which it is used clinically

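For the *ex vivo* arrays, 33 genes that the results name for disorders were looked up, among them Il18, Il1b, Htr2c, Rgs4, Grin1, Pde10a, Ttr, Hmox1, Arc and Penk. Slc6a4, on 5 of 36 arrays well above background, Gabra6 and Cldn2 fell under the filter on dim probes, and the other 30 made 180 comparisons with sham. Their log2 fold changes ran from -2.24 to 1.48. An unadjusted p under 0.05 was reached in 5 of the 180, and an adjusted p under 0.05 by limma in 0, both over all probes and adjusted over the list alone. The z-ratio was beyond 1.5 in 38 comparisons, counted over all 33 genes, those under the filter included. Il18 (NM_019165) changed by -1.70 in young iTBS (standard error 0.59, adjusted p = 1), down in 3 of 4 rats, and Htr2c (NM_012765) by 1.48 (standard error 0.91, adjusted p = 1), up in 3 of 4.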

Notably, expression was altered among multiple genes that have been studied in disorders for which rTMS is used clinically, including depression [*Slc6a4* (Lam et al., 2018), *S100b* (Schroeter et al., 2014), *Il18* (Prossin et al., 2011; Bufalino et al., 2013; Kim et al., 2017), *Il1b* (Bufalino et al., 2013), *Htr2c* (Brummett et al., 2014), *Gabra6* (Inoue et al., 2015)], epilepsy [*Grin2d* (*GluN2D*; Li D. et al., *2016*), *Gabra6* (Prasad et al., 2014), *Scn1b* (Ramadan et al., 2017), *Scn3a* (Lamar et al., 2017), *Kcnt1* (Evely et al., 2017)], schizophrenia [*Rgs4* (Schwarz, 2017), *Grin1* (Zhao et al., 2006), *Grm5* (Matosin et al., 2017), *Pde10a* (Boden et al., 2017), *C4a* (Nimgaonkar et al., 2017)], bipolar disorder [*Pde10a* (McDonald et al., 2012); *S100b* (da Rosa et al., 2016)], Parkinson’s disease [*Nr4a2* (Liu et al., 2017)], Alzheimer’s disease and other dementias [Ptk2b (Li Y. Q. et al., 2016), *Ttr* (Silva et al., 2017), *Nr4a2* (Montarolo et al., 2016), *Ryr2* (Briggs et al., 2017), *Mobp* (Irwin et al., 2014), *Cd40* (Giunta et al., 2010), *Grn* (Sudre et al., 2017), *Hmo1* (Sung et al., 2016), *Arc* (Bi et al., 2017)], stroke [*Lgals3* (*Gal3*; He et al., 2017), *Ace* (Wei et al., 2017), *Cd40* (Huang et al., 2017), *Cxcl12* (Shen et al., 2017), *Hmgb1* (Choi et al., 2017)], as well as substance abuse [*Slc6a4* (Bauer et al., 2015), *Penk* (Moeller et al., 2015), *Rgs4* (Ho et al., 2010), *Chrna5* (Lassi et al., 2016; Olfson et al., 2016)]. Overlap between the complex functional processes, disorders, and genes mentioned here highlights a central role of shared fundamental neuronal pathways in multiple processes and distinct neurological disorders (Brainstorm et al., 2018; Gandal et al., 2018).

Moreover, TMS altered the expression of genes studied in other disorders, suggesting additional potential clinical applications of TMS. These include hereditary motor neuropathy [*Slc5a7* (Barwick et al., 2012)], congenital myasthenic syndrome (*Slc5a7*; Bauche et al., 2016), age-related hearing loss (*Gabra6*; Sun et al., 2014), Canavan disease (*Gabra6*; Surendran et al., 2003), gout (*Abcg2*; Yu et al., 2017), pancreatitis (*Cldn2*; Giri et al., 2016), as well as numerous genes involved in inflammatory and immune disorders. Additionally, TMS alters the transcription of many genes of unknown function. These can be found in Supplementary Table 1.

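In the *ex vivo* arrays Abcg2 was well above background on all 36 arrays, and its log2 fold changes lay between -0.26 in AI iTBS and 0.38 in young 1 Hz (adjusted p = 1 by limma in all 6 comparisons). Gabra6 and Cldn2 gave too little signal for a change to be detectable.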

### Gene set analysis of rTMS transcriptional changes

Gene set analysis is based on gene expression changes in functionally related groups of genes, as opposed to individual genes, resulting in statistically significant aggregate scores for each gene group. Figure 6 displays a marked reduction in Gene Ontology (GO) inflammatory gene sets in the *ex vivo* young hippocampus using 1 Hz stimulation versus the unstimulated sham. These include reductions in Innate Immune Response, Complement pathways, as well as Chemokine and Cytokine GO gene sets. 

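The members of the GO sets are not listed in the files, so gene families with fixed symbols stand in for them. In young 1 Hz, the classical complement family (9 genes tested) had a mean log2 fold change of -0.85 (camera adjusted p = 0.0019), the chemokine ligand family (25 genes) -0.32 (camera adjusted p = 0.00738) and the MHC class II family (9 genes) -1.23 (camera adjusted p = 1.03e-04). The interleukin family (20 genes) had a mean of -0.19 and a median of 0.02 (camera adjusted p = 0.653). Each family fell in rat 2, by -4.14, -1.24, -5.28 and -0.75 in the same order, and the other rats changed by between -0.26 and 0.48. Without rat 2 the classical complement family changed by 0.25, the chemokine ligand family by -0.02 and the MHC class II family by 0.12, none past the threshold. The chemokine ligand family was also not past it without rat 3, at -0.37. With PAGE, the gene set test of the methods, the interleukin family was past the threshold (adjusted p = 0.0117, in a range from 0.0117 to 0.987 over all alternatives). The exact permutation test gave p = 0.743, 0.229, 1 and 0.486.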

Broad-based immune suppression was found in the *ex vivo* young hippocampus model using iTBS versus sham as well, including gene sets for Inflammatory Response, Chemotaxis, Antigen Processing and Presentation, Immunoglobulin Mediated Immune Response, among others (Figure 7). In addition to marked immune suppression, upregulated GO gene sets in the iTBS *ex vivo* model included a theme of mitochondrial and energy-related GO gene groups. 

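In young iTBS the classical complement family had a mean log2 fold change of -1.10 (camera adjusted p = 0.00103), the MHC class II family -1.35 (camera adjusted p = 8.47e-04) and the interleukin family -0.56 (camera adjusted p = 0.0019). The chemokine ligand family changed by -0.38 (camera adjusted p = 0.0953), and 8 of 21 alternatives put it past the threshold, the rat as a block among them. In rat 2 these families changed by -4.52, -5.85, -1.03 and -1.45. The interleukin family fell in 4 of 4 rats (exact permutation test, p = 0.0286) and changed by -0.40 without rat 2, past the threshold, and by -0.61 without rat 3, not past it. Without rat 2 the classical complement family changed by 0.05, the MHC class II family by 0.15 and the chemokine ligand family by -0.02. From the lower scores of such gene sets under both protocols (Figures 6, 7), the paper states that rTMS brought broad-based immune suppression in the young hippocampus.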

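In young iTBS the 32 genes of the NADH dehydrogenase family had a mean log2 fold change of 0.20 (camera adjusted p = 3.21e-13), with 31 of them up, and the 16 genes of the ATP synthase family 0.27 (camera adjusted p = 1.42e-10), with all 16 up. The NADH dehydrogenase genes had a mean level of 5.96 ± 0.07 (SD, n = 4) in sham and 6.15 ± 0.19 in iTBS. By rat they changed by 0.03, 0.55, -0.001 and 0.20, and the ATP synthase genes by 0.13, 0.71, -0.05 and 0.28. The iTBS array of rat 2 had the lowest SD of the 36 arrays, 3.418, and the division by it raises bright genes such as these. The exact permutation test gave p = 0.0571 and p = 0.0857. The median of all probes changed by -0.04 in this comparison, and after scaling to the 75th percentile by 0.13. After that scaling the families changed by 0.13 and 0.15, no longer past the threshold and close to that median. After quantile normalization both families stayed past the threshold. Without rat 2 they changed by 0.077 and 0.12, still past the threshold. In young 1 Hz they changed by 0.03 (camera adjusted p = 0.352) and 0.08 (camera adjusted p = 0.0874), where the NADH dehydrogenase family was at -0.04 after quantile normalization and at -0.07 without rat 2, and the ATP synthase family at -0.01 without rat 2. Without rat 3 both were past the threshold there, at 0.07 and 0.15.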

Immune suppression is evident in the *in vivo* model in the cortex after iTBS stimulation: GO gene sets such as Immune Response, Complement Activation, and Chemokine activity, among others, were downregulated, and upregulated gene sets included Synaptic Vesicle, Synaptic Transmission, and Neurite Development (Figure 8). In the *in vivo* model in the hippocampus, a theme of translation and ribosomal-related gene sets were upregulated after iTBS (Figure 9). For the *in vivo* iTBS model, alterations in GAD sets for inflammatory disorders such as Scleroderma, Crohn’s disease, and Lupus, were found in both cortex and hippocampus, as well as disorders specifically relevant to TMS treatment including mood disorders, seasonal affective disorders, attention-deficit/hyperactivity disorder, schizophrenia, substance use related disorders, among others (Supplementary Figures 2–5).

**Figure 6:**
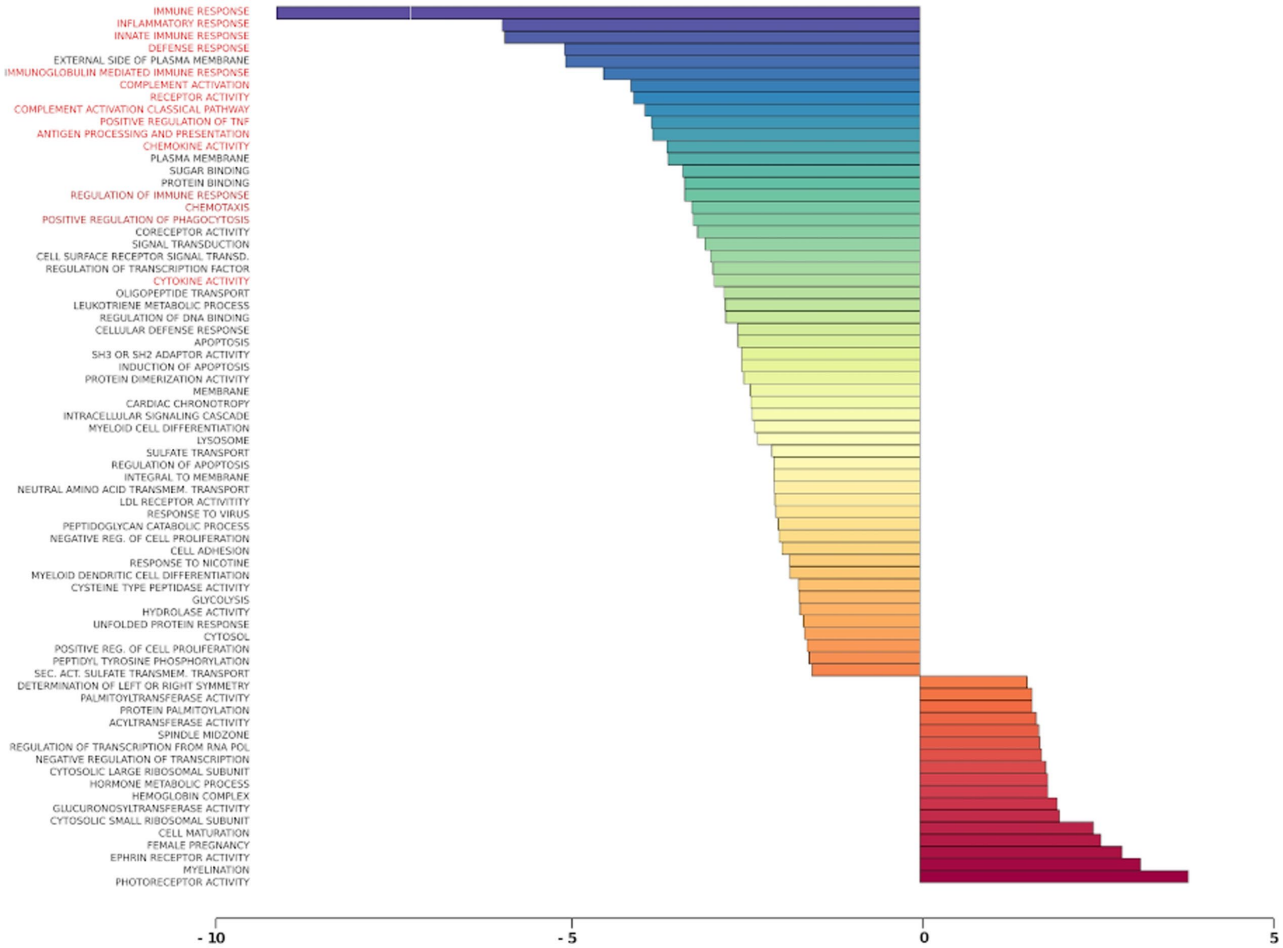
Gene ontology gene set analysis in the *ex vivo* model, 1 Hz stimulation protocol, young. Red text highlights gene groups involved in inflammation and immune response following 1 Hz stimulation of hippocampal slices from young rats compared to sham treatment. Significantly changed gene sets, associated with biological processes, are organized by z-score.

**Figure 7:**
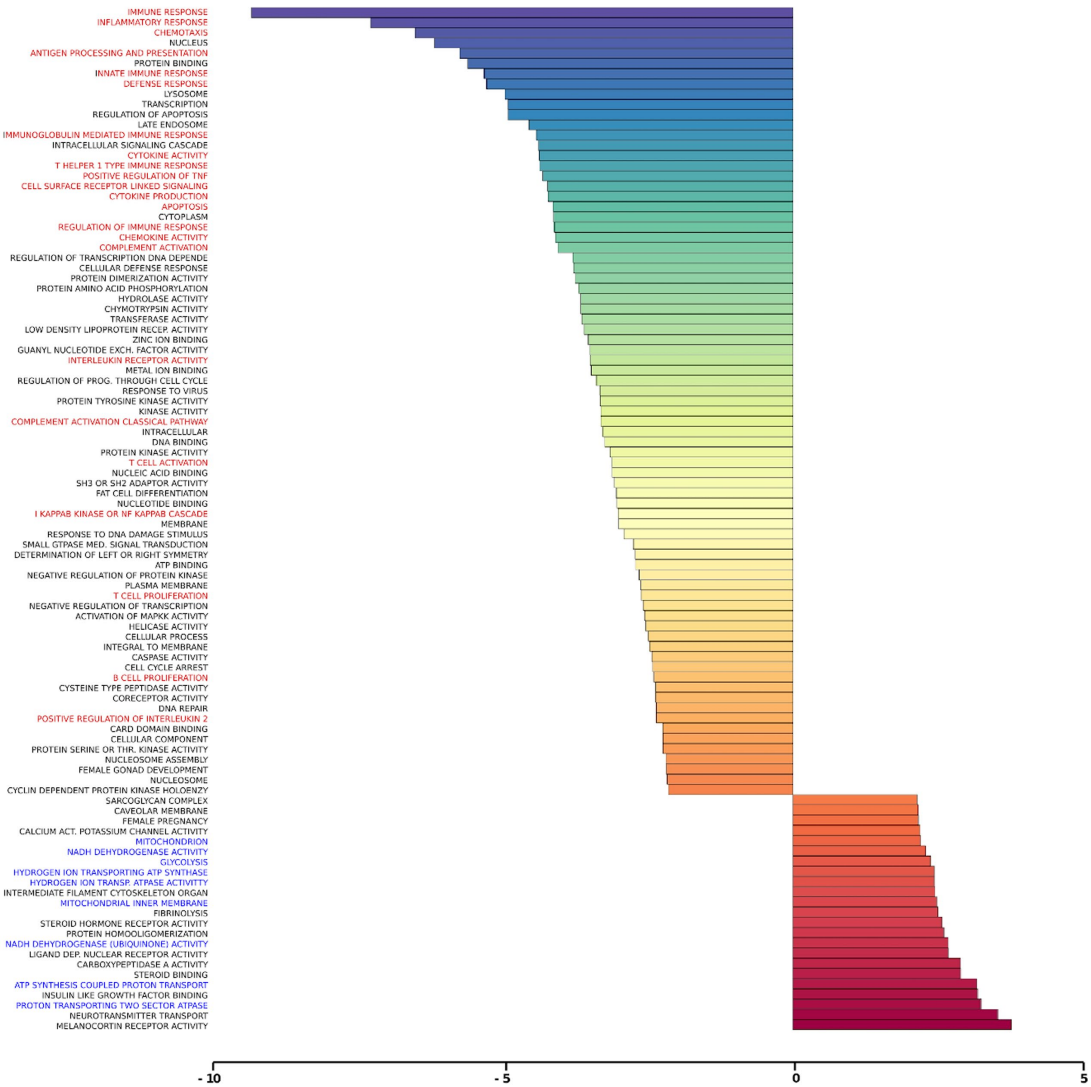
Gene ontology gene set analysis in the *ex vivo* model, iTBS protocol, young. Text highlighted in red indicates gene groups involved in inflammation and immune response, and blue text signifies gene groups involved in mitochondrial/energy processes following iTBS in hippocampal slices from young rats compared to sham treatment. Significantly changed gene sets, associated with biological processes, are organized by z-score.

**Figure 8:**
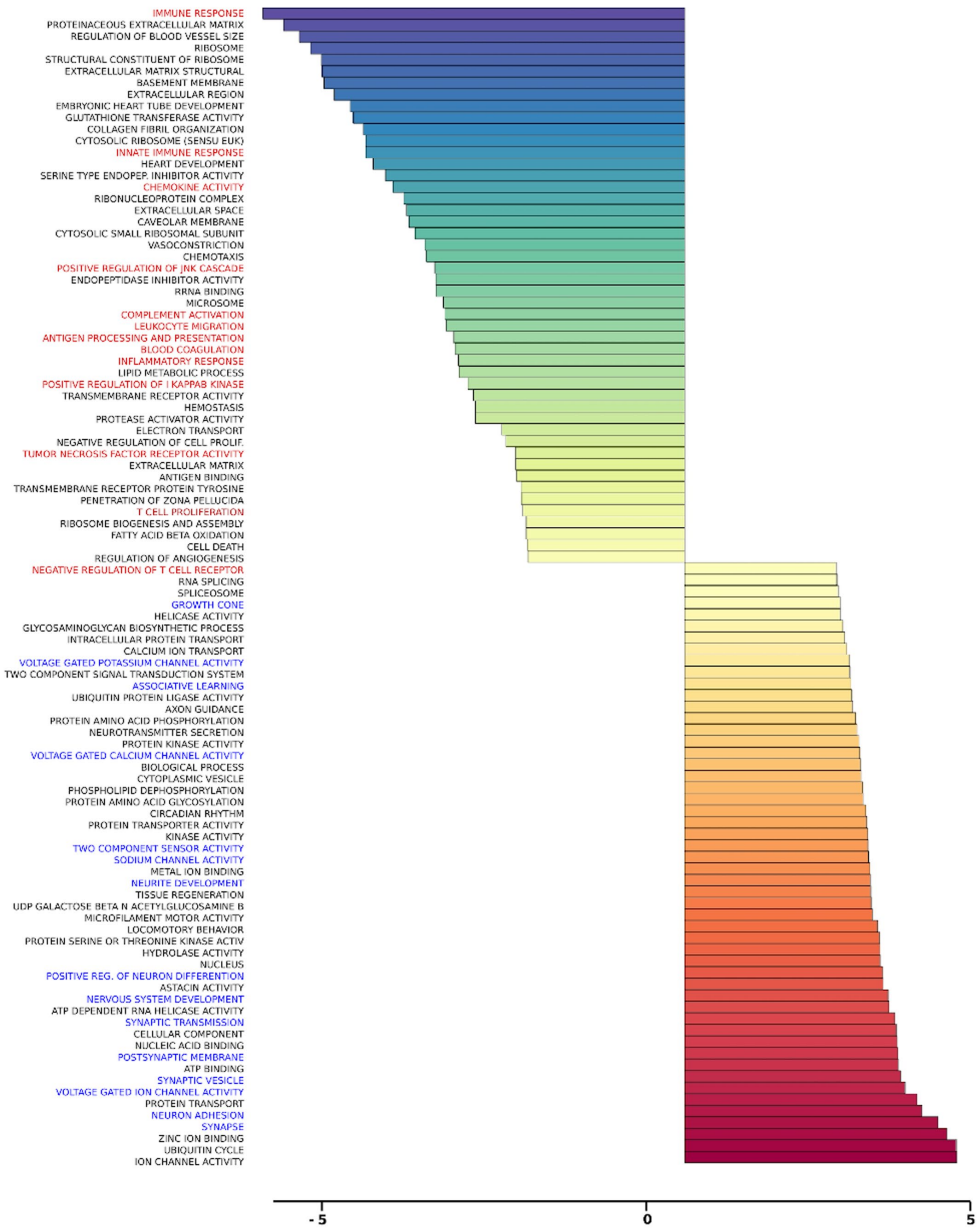
Gene ontology gene set analysis in the *in vivo* model, cortex, young. Highlighted in red text are gene groups involved in inflammation and immune response, and blue text highlights gene groups involved in synaptic growth and synaptic transmission in young rat cortical samples following iTBS compared to sham treatment. Significantly changed gene sets, associated with biological processes, are organized by z-score.

**Figure 9:**
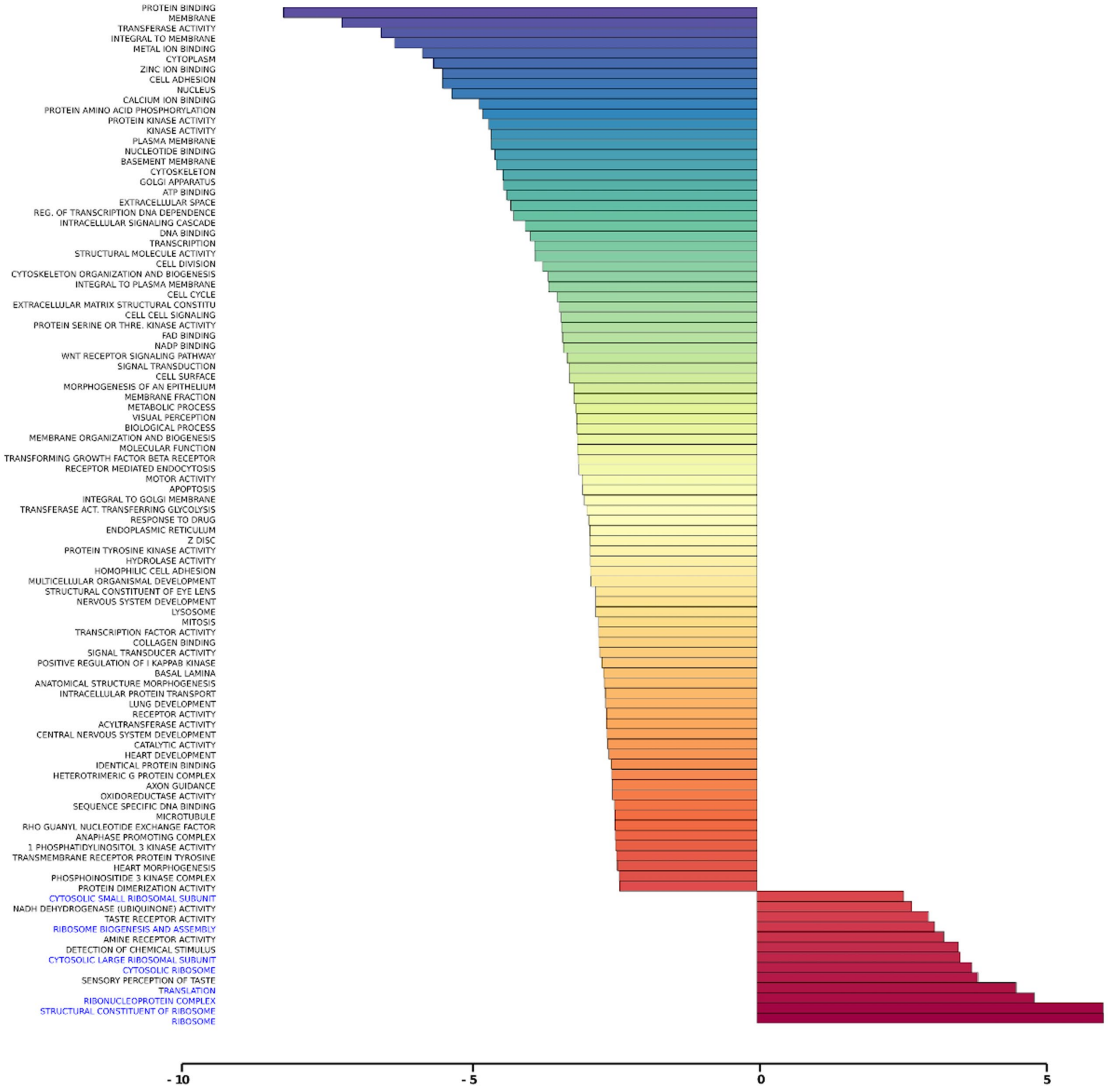
Gene ontology gene set analysis in the *in vivo* model, hippocampus, young. Highlighted in blue are gene groups involved in ribosomal function of young hippocampus samples following iTBS compared to sham treatment. Significantly changed gene sets, associated with biological processes, are organized by z-score.

## Discussion

The last decade has witnessed a significant increase in pre-clinical and clinical research on rTMS as a therapeutic tool to treat several neuropsychiatric conditions. However, the molecular basis of rTMS effects remains largely unexplored. Here, using three experimental rat models, we show that the transcriptional response to rTMS treatment is complex and dynamic. Widespread transcriptional responses were apparent in the neuronal *in vitro* culture model, in the *ex vivo* hippocampal slice model, and in different brain regions in the *in vivo* model. Our results have implications for both research and clinical settings focused on the use of rTMS as a treatment for neurological conditions.

### Alterations in glutamatergic and GABAergic signaling pathways following rTMS are specifically relevant to neuropsychiatric disorders

Using rat hippocampal neuronal cultures, we observed that rTMS regulated the expression of genes involved in inhibitory and excitatory neurotransmission mediated in part by glutamatergic and GABAergic synapses. The evidence supporting this argument can be found in Table 2 and Figures 3A,B. In Table 2, we present results highlighting the specific genes that exhibit alterations following rTMS. These findings demonstrate that rTMS had a notable impact on the expression of various glutamatergic and GABAergic genes. In addition, Figures 3A,B depict the changes in gene expression induced by rTMS. These figures illustrate the specific genes in the glutamatergic and GABAergic pathways that are significantly modulated by rTMS. The observed alterations support the suggestion that rTMS is positioned to potently influence inhibitory and excitatory neurotransmission.

Alterations in the glutamatergic system can promote excitotoxic cell death, comprising a potential mechanism of neurodegeneration in Alzheimer’s disease (Mufson et al., 2008; Wang and Reddy, 2017). Early aberrant excitatory neurotransmission is frequently observed in both animal models of Alzheimer’s disease (Palop et al., 2007) and patients (Scott et al., 2002), and blocking the action of glutamate and targeting excitatory synapses has been exploited as a potential pharmacological treatment for the disease. Altered oscillatory rhythmic activity and network hypersynchrony are also features of Alzheimer’s disease (Koch et al., 2022) and may contribute to cognitive impairment (Busche and Konnerth, 1700; Palop and Mucke, 2016). However, while a major emphasis in prior research has focused on dysfunction of the glutamatergic system, accumulating evidence links inhibitory GABAergic interneurons to excitatory/inhibitory imbalance as a potential early contributor to cognitive impairment in both aging (Oh et al., 2010; Gallagher et al., 2019) and disease (Li Y. et al., 2016; Govindpani et al., 2017).

Disruption in excitatory/inhibitory balance has also been associated with other neuropsychiatric and neurological conditions such as chronic stress (Varga et al., 2017), major depression disorder (Pehrson and Sanchez, 2015; Fee et al., 2017; Fogaca and Duman, 2019), autism spectrum disorder (Schur et al., 2016), bipolar disorder (Bialer, 2012), epilepsy (Ye and Kaszuba, 2017; Losi et al., 2019) and schizophrenia (Metzner et al., 2019), and normalizing altered inhibitory function represents a promising target for therapeutic intervention. rTMS has been identified as a modifier of GABAergic (Trippe et al., 2009; Jazmati et al., 2018) and glutamatergic (Yang et al., 2014) systems previously and preventing or reversing disease-related imbalance by targeting either system with rTMS could be of both symptomatic and disease-modifying value.

### Transcriptional changes related to immunosuppression are relevant to inflammatory effects in depression and Alzheimer’s disease

A major insight from our analysis is the broad transcriptional change related to immunosuppression, observed as early as 2 h after stimulation in hippocampal slices. Neuroinflammation has emerged as a key feature in the pathogenesis of Alzheimer’s disease, potentially playing a causative role rather than simply as a secondary consequence of the pathological cascade (Sheng et al., 2003). Given the failure of amyloidogenic drugs to provide therapeutic benefit, scientific interest has shifted to other features of neurodegeneration including neuroinflammation (Castello et al., 2014). Similarly, major depressive disorder has been associated with increased activation of the immune system (Lee and Giuliani, 2019), and many front-line pharmaceutical treatments for depression have been shown to reduce inflammatory activation and lower circulating cytokine levels (Galecki et al., 2018).

rTMS has proven effective in animal models as a therapeutic tool targeting the inflammatory response (Sasso et al., 2016). Our results are consistent with a potential anti-inflammatory benefit, demonstrating that stimulation-induced downregulation of genes related to immunosuppression in young hippocampal slices 48 h following treatment. 

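The change after iTBS in AI slices was compared with that in young slices by an interaction term in limma. At the level of probes, 0 passed an adjusted p of 0.05, and 203 had an unadjusted p under 0.05, where a rate of 5% gives 1628. The smallest p was that of Wnt11, at -1.04 and short of the threshold. The complement genes of Table 3 changed by 1.55 more in AI than in young (camera adjusted p = 2.37e-04 over 12 lists) and the inflammatory genes by 1.91 more (camera adjusted p = 3.37e-06). With fry the adjusted p was 0.422 for both, and with an estimated correlation 0.192. Leaving out rat 2 of both age groups brought the differences to 0.26 and 0.79, no longer past the threshold. In AI iTBS alone the inflammatory genes changed by 0.24 (camera adjusted p = 0.381), with -0.66, -0.14, -0.08 and 1.83 in the 4 rats, and by -0.29 without rat 4. After 1 Hz in AI slices the complement genes changed by 0.36 (camera adjusted p = 0.865) and the inflammatory genes by 0.52 (camera adjusted p = 0.469).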

Strikingly, however, while decreased neuroinflammatory gene transcription was the predominant effect in young, rTMS had the opposite effect in hippocampal slices from aged animals with cognitive impairment (AI), inducing a potential proinflammatory transcriptional response. Given that aging itself is associated with chronic increases in circulating levels of inflammatory markers (Singh and Newman, 2011) – a phenomenon exacerbated by age-associated diseases (Chung et al., 2009) – our results suggest that rTMS might exacerbate age-related pathological immune activity. Thus, rTMS treatments with demonstrated anti-inflammatory benefits in young adults may have unanticipated effects in older recipients. Future studies focusing on the neuroinflammatory effects of rTMS specifically in the context of aging will be needed to move this technology forward in the clinical setting.

Although the mechanisms that mediate neuroinflammation are not fully understood, it is well-accepted that microglia play a key role (DiSabato et al., 2016; Dokalis and Prinz, 2019). In our study, the comparative analysis of purified hippocampal neuronal culture preparations versus the *ex vivo* or *in vivo* complex tissue samples, where glial cells are present, suggests that the observed influence on inflammatory response genes likely arises from the non-neuronal compartment. Taking advantage of the unique dataset generated in these experiments, future analyses directly comparing the transcriptional response to rTMS as a function of experimental preparation, temporal kinetics, age, and cognitive status will provide a rich source of insight into the complex molecular consequences underlying the phenotypic response to intervention.

### Our *ex vivo* experiments provide an approach to systematically test rTMS-drug interactions

Although FDA-approved as a stand-alone treatment for non-responsive major depressive disorder, in clinical practice rTMS is typically used as a supplementary therapy, together with psychotropic medication. A therapeutic benefit of combined rTMS and adjunctive drug treatment for major depression has been confirmed previously (Wei et al., 2017), but evidence fully exploring the interaction between rTMS and anti-depressants is scarce. Psychotropic drugs affect cortical excitability and plasticity (Minzenberg and Leuchter, 2019) and medications commonly used to treat neurological conditions change neural circuit and network activation (Borchert et al., 2016; Zheng et al., 2017). The use of concomitant medication may impact rTMS treatment outcome favorably or unfavorably, depending on the drug category or mechanism of action (Hunter et al., 2019). For example, while still in their infancy, studies in pharmaco-TMS have shown that medications that block voltage-gated sodium channels increase the evoked motor threshold to TMS, i.e., a common metric used to normalize and titrate stimulation intensity across individuals (a readout for TMS dosage; Ziemann, 2004; Ziemann et al., 2015).

The idea that the effects of rTMS vary depending on the use of concurrent medication aligns with the ‘state-dependency’ concept of TMS (Silvanto and Pascual-Leone, 2008). Among the factors that might influence the outcomes of TMS, the pharmacological ‘state’ of the brain has received relatively limited attention, likely because patients treated with rTMS for neuropsychiatric conditions are typically receiving concurrent pharmacological treatment. In this context, our *ex vivo* experiments point to one potentially useful approach for research aimed at identifying drug-rTMS interactions. Overall, while recognizing that the barriers to successful translation are substantial, properly designed basic research can nonetheless inform therapeutic development toward safer and more effective TMS application in a variety of conditions.

### The complex transcriptional profiles induced by rTMS in the context of age, tissue, and cognitive status are relevant to the clinical status of individual patients

It has been over a decade since the first rTMS application was approved by the FDA for the treatment of major depressive disorder, and since then the range of potential applications under investigation with rTMS has skyrocketed. The research on rTMS as a therapy includes patients with a variety of disorders and pathological signatures, from all ages and different cognitive statuses. Recent *in vivo* data points to the potential translational relevance of findings in animal models demonstrating effects on behavior and structural plasticity (Cambiaghi et al., 2022) and the potential implication for clinical application in neurodegenerative diseases (Weiler et al., 2020). In our results, we observed that rTMS induced unique gene expression profiles in each experiment, all of which reflected a variety of biological conditions and different stimulation parameters. In addition, the gene expression response following rTMS was highly complex. Whereas previous studies investigating the effects of rTMS have focused on alterations in only a handful of *priori*-selected genes (Lee et al., 2014; Wang et al., 2014; Grehl et al., 2015; Cirillo et al., 2017; Legrand et al., 2018; Cui et al., 2019; Wu et al., 2022), our large-scale analysis of gene expression detected several complex different pathways that are altered after stimulation.

Any non-invasive brain stimulation protocol intended to target a specific gene set or mechanism in the context of treating a given condition may have unexpected consequences in a different context, e.g., in other brain regions, or as a function of the cognitive status and age of the recipients. For example, clinical trials of rTMS (Turriziani et al., 2012) have reported that the same stimulation protocol that yields cognitive improvement in some subjects at risk for Alzheimer’s disease has detrimental effects in cognitively healthy individuals. Likewise, stimulation aiming at targeting a specific pathway or mechanism may induce changes in other genes and unintended downstream pathways. The findings reported here also highlight that the transcriptional response can be temporally dynamic, resulting in both increases and decreases in the same gene families across time, suggesting that a protocol chosen for its acute effects may lead to unpredictable long-term changes in expression.

Taken together, our results suggest that patterns of gene expression following rTMS are complex, dynamic, and dependent on the brain region, age, cognitive status, and potentially many other subject variables not examined here. Given the current and growing clinical application of rTMS, it is timely that greater attention turns to basic research aimed at understanding the underlying basis of reported therapeutic benefits, with the goal of optimizing treatment in the context of the individual patient.

The limitations of research on non-invasive brain stimulation in experimental animal models are significant. A primary limitation from a translational perspective is that, although we analyzed multiple stimulation protocols, we only studied the effects of one stimulation session, while clinical rTMS approaches employ treatments over the course of days or weeks. Further studies investigating the effects of rTMS on a long-term basis should be conducted. Another limitation is that although in some cases we used a diverse parametric setting such as different ages and cognitive states, our initial report is predominantly focused on the effects of rTMS itself. Here, each rTMS-stimulated sample group was statistically compared to its own unstimulated sham control, as opposed to comparisons across age and between cognitive groups. Detailed results of the transcriptional changes due to rTMS treatment in the context of age, cognition, and brain region will be presented elsewhere.

## Data availability statement

The three data sets underlying this paper have been deposited to the NCBI Gene Expression Omnibus and are accessible through their individual GSE identifiers (in vitro: GSE230147, (ex vivo: GSE230148, and in vivo: GSE230149) and the GEO SuperSeries accession number GSE230150 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230150).

## Ethics statement

The animal study was approved by Animal Care and Use Committee of the Intramural Research Program of the NIA. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MW, KCS, EL, JML, KGB, and PRR: study conception and design. MW, KCS, EL, SC, JML, MPM, KGB, and PRR: data collection. MW, KCS, KS, JPK, WHW, YZ, PC, EL, JML, KGB, and PRR: analysis and interpretation of results. MW, EL, JML, KGB, and PRR: draft manuscript preparation. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

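The hippocampal slices of 12 male Long-Evans rats (4 young, 4 AU and 4 AI) were given sham, 1 Hz or iTBS stimulation, with slices of each rat under each treatment, and their RNA was hybridized to 40 one-color Agilent arrays on 5 slides of 8 arrays. For 36 primary arrays in 9 groups the condition and the rat are clear from the labels. The other 4 arrays are repeat hybridizations, left out of all values except where the text names the repeats. A repeat is not another rat, and the labels of 1 leave its treatment unsettled and those of another its rat. The embryonic cultures and the *in vivo* model were not covered.

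The authors scanned the arrays and extracted the features with Agilent software, which subtracted the background and detrended each array. These values are an intensity, without normalization between arrays. The authors also deposited a table of scores, the z-score of the log intensity over all features of an array. The z-scores used here were recomputed from the intensities on the log2 scale and multiplied by 4.158, the mean of the SDs of the 36 arrays, which ran from 3.418 to 4.633. Each array has 62976 features, with 3951 positive and 308 negative control spots, and spots of the same probe were averaged. A gene symbol is known for 21109 of the 45598 probes (16581 genes). None of the 6958 probes with an Ensembl transcript could be named, since the annotation available pairs RefSeq identifiers with symbols. Of 1823920 values, 527 were missing. The depth of an array is its signal over background, and the number of arrays limits the precision.

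Probes were tested when they lay well above background on all 4 arrays of at least 1 group, which kept 32560 of 45598 (71.4%) and 13191 of 16581 genes. The test was limma (version 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading) with lmFit, 9 group means and eBayes, and Benjamini-Hochberg adjustment at 0.05. The criteria of the methods were applied as an ANOVA at 0.05 over the 9 groups, which the methods do not specify, a z-test at 0.05, a false discovery rate of 0.3 over the probes past the ANOVA, a z-ratio beyond 1.5 and a mean z-score above 0. List tests used cameraPR with a correlation of 0.01 and 1 probe per gene, the one with the highest mean signal over the 36 arrays. The lists are the 6 blocks of Table 3 (complement, inflammatory, myelination, Claudins, neuronal and other genes) and 6 gene families fixed by symbol (classical complement, chemokine ligands, interleukins, MHC class II, NADH dehydrogenase and ATP synthase). A separate family of 6 marker lists covers choroid plexus, meninges, homeostatic microglia, border macrophages, oligodendrocytes and immediate early genes. List levels of 4 against 4 arrays were compared by an exact permutation test, two-sided. Plots were drawn with matplotlib 3.10.9.

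The genes named follow a rule: every gene of Table 3, every gene that the results name for the *ex vivo* model or for disorders, and in each comparison the 2 genes with the smallest p among those past the threshold in all 4 rats alike or, where none passed, the 1 gene with the smallest p. Beyond this rule, the genes past the criteria of the methods in young iTBS and AI iTBS are named. Full statistics are given for genes that a claim names.

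The numbers pair the arrays: within each group the deviations from the group mean were correlated between arrays of the same rat, and 35 of 36 such correlations were over 0.1 (median 0.398, from -0.005 to 0.759). The correlation that limma estimated within rats was 0.44. The rat was not a block in the values given, since the paper does not use one, and it is a block in 4 of the alternatives, 2 of them added after the values were seen.

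The test was checked on simulated data with the probe means and the SDs within groups of the real arrays, where 200 of 32136 probes were changed by a log2 change of 1, 2, 3 or 4. At an adjusted p of 0.05 limma recovered 79.5%, 83%, 82%, 79%, 78% and 80% of them in the 6 comparisons, with 6 to 16 false calls. At a log2 change of 1 the recovered share was 32% to 48%. The criteria of the methods recovered 46% to 54%, with 66 to 85 false calls. The simulated noise was independent between probes and between arrays, without the correlation within rats, a slide effect or an outlying array. These shares therefore do not give the power of the tests on the real arrays.

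The counts, 23 list results, 26 gene results, the correlation of the protocols and the Table 3 values were recomputed with 1 choice changed at a time. Not every alternative was run for each. The marker lists, the disorder genes as a list, the choroid plexus relation and the overlap of the protocols were not recomputed in this way. The alternatives were set before the data were examined. These were scaling to the 75th percentile of each array; normexp with an offset of 50 followed by quantile normalization; the authors' table; no filter or a strict filter on dim probes, which kept 25483; the rat as a fixed or a random block; the slide as a block; the repeats averaged with their arrays; each rat left out in turn; each age group alone; a false discovery rate of 0.3; gene names in place of probes; and the mean of a gene's probes. For the criteria they were the false discovery rate over all probes, the p from the z-ratio, the z-test statistic as z-ratio and the ANOVA within each age group. For the lists they were fry, camera with an estimated correlation and PAGE, and for the correlation of the protocols divided sham arrays. The files lack the mean signal of a spot, so normexp used its median signal. The correlation of the protocols was set against labels exchanged within rats, in place of the simulated groups first intended. Added after the values were seen were the repeats as additional arrays, the z-test and z-ratio thresholds alone, the criteria without the threshold on the mean z-score, and fry and the estimated correlation with the rat as a block.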

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

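The tests of the array labelled young sham 2 and of the meningeal markers were chosen only after the result was seen, and the repeats as additional arrays were added after it too.

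In the young sham group, the array of rat 2 stood far above the other 3 for 7 of the 12 lists. Its mean log2 level was 6.37 for the complement genes of Table 3, where the next array was at 1.57, and 4.68 for the inflammatory genes. It was 5.81 for the classical complement family, 4.46 for the MHC class II family, 2.37 for the chemokine ligand family, 0.30 for the interleukin family and 1.55 for the other genes of Table 3. Of 108 groups looked at in this way, 11 held an array so far from the rest, where chance gives about 1 in 20 (5%), and the lists share genes and arrays. A slide effect is argued against by the 1 Hz array of the same rat on the same slide, with a complement level of 1.4. The other explanations were tested on 300 probes that part the animals, without those related to the complement level. Across these probes the array had r = 0.364 with the other arrays of young rat 2, which lies within the range from 0.224 to 0.644 that the other 35 arrays had with the closest rat other than their own. Those 35 had a median r of 0.817 with their own rat, which was the closest in 32. This argues against an immune activation in slices of that rat as the whole cause. With AI rat 1 the array had r = 0.781, and the complement level was 6.7, 6.49 and 6.39 on the 3 arrays of that rat. RNA of another animal on that array, by a mixed or mislabelled sample, is a candidate explanation, found and tested on the same arrays. An exchange with the array labelled AI sham 2 could not be decided. Across 300 probes chosen with those related to the complement level kept, that array had r = 0.3 with young rat 2. With such probes it had -0.108 with its own rat and 0.638 with AU rat 1, the closest. Without the probes related to the complement level, AI sham 2 had r = -0.125 with its own rat, and was closest to AU rat 1 at 0.644. It lies on slide 2, and the 1 Hz and iTBS arrays of its rat on slide 3. A slide effect on this r was thus not told apart from RNA of another rat. The label of young sham 2 was kept in all values. A difference of young rat 2 itself is argued against by its other arrays, with complement levels of 1.4 and 0.86. Whether the sample was mixed or mislabelled stays open.

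Another 4 arrays stood apart from their group, a number that chance can give among 108 groups. AU iTBS 1 was high for the myelin genes of Table 3, at 4.08 with the next array at 3.31. AU iTBS 4 was low for the classical complement family at 1.69, and it lies on another slide than the sham array of its rat. AU iTBS 3 was high for the chemokine ligand family at 1.77. In young 1 Hz the array of rat 2 was high for the NADH dehydrogenase family at 6.18. No technical or biological explanation was tested for these.

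The change after iTBS differed between AI and young slices by an interaction term for 8 of the 12 lists in camera. The change was higher in AI by 1.545 for the complement genes, 1.91 for the inflammatory genes, 1.34 for the classical complement family, 1.76 for the MHC class II family and 0.46 for the interleukin family. The difference was -0.25 for the other genes of Table 3, -0.13 for the NADH dehydrogenase family and -0.17 for the ATP synthase family. By fry and by an estimated correlation none of these differences was past the threshold. Without replicate 2 of both ages the difference was 0.26 for the complement genes and 0.79 for the inflammatory genes, so replicate 2 carries most of both. For AI slices the slide cannot be excluded. The complement genes changed by -0.22 in the 2 rats whose sham and iTBS arrays lie on different slides and by 0.61 in the other 2. So few rats cannot decide it. Those on different slides include AI rat 2, whose sham array was unlike its 1 Hz and iTBS arrays, by slide or by rat. The homeostatic microglia markers changed by -0.11 after iTBS in young slices and by -0.06 in AI slices, with 2 of 4 rats up in both, which leaves a change in the share of microglia open. In young rat 2 they fell by 0.76, where the complement genes fell by 5.51. Age and cognitive status, which the design names, stay open as untested. RNA of another animal in the young sham group was tested above and stays a candidate.

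Meningeal markers, which the paper does not report, were 0.79 higher after iTBS in young slices than after sham, in 4 of 4 rats, by 0.40, 0.77, 0.10 and 1.87. The camera adjusted p was 1.76e-07 over the marker lists, fry gave 0.733, and the exact permutation test gave p = 0.286. The level was -0.21 ± 0.63 in sham and 0.58 ± 0.96 in iTBS. The 9 markers varied together within rats, with a mean pairwise r of 0.436, against 0.0566 on average and 0.392 at most in 1000 random sets of as many genes. Different amounts of meningeal tissue on the slices may explain this, and an effect of iTBS on the meninges was not tested.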

How the results depend on the processing

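The tests with the z-test and z-ratio thresholds alone, without the threshold on the mean z-score, with the repeats as additional arrays, and with the replicate block in fry and in camera with an estimated correlation were chosen only after the result was seen.

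The limma count of 0 held in the 6 comparisons under all 17 alternatives run for it, and the interaction count under all 16. For the 26 gene results recomputed, no alternative gave an adjusted p under 0.05, and the smallest was 0.697. The authors' table kept the direction and the side of the threshold in 23 of 23 list results and 26 of 26 gene results, and the mean of a gene's probes in 23 of 23 list results. The criteria counts in young iTBS and AI iTBS were 20 and 12 with the authors' table and 18 and 9 with gene names in place of probes, against 22 and 11. Of 23 list results, the scaling to the 75th percentile left 18 with their direction and side of the threshold, normexp with quantile normalization 21, the replicate block 21, the slide block 23 and PAGE 17 of 21. For the changes below the cause was not tested, except where it is named.

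The counts by the criteria of the methods moved most. In the order young 1 Hz, young iTBS, AU 1 Hz, AU iTBS and AI 1 Hz, normexp and quantile normalization gave 21, 62, 54, 22 and 7 probes, and the z-test statistic as z-ratio gave 21, 105, 69, 36 and 5. The ANOVA within each age group gave 24 in young 1 Hz, 34 in young iTBS, 7 in AU iTBS, 1 in AI 1 Hz and 23 in AI iTBS. The p from the z-ratio gave 45 in young 1 Hz, 63 in young iTBS, 1 in AU iTBS and 5 in AI 1 Hz. The false discovery rate over all probes gave 0 in young 1 Hz, 4 in young iTBS, 0 in AU 1 Hz, 1 in AU iTBS and 5 in AI iTBS, as more probes entered the adjustment. Scaling to the 75th percentile gave 5 in young 1 Hz and 7 in AU 1 Hz, the repeats averaged gave 7 in AU 1 Hz, and the repeats as additional arrays gave 12 in young iTBS and 13 in AU 1 Hz. The z-test and z-ratio alone gave 755, 744, 620, 548, 656 and 713 in the 6 comparisons, and the criteria without the threshold on the mean z-score 30, 122, 80, 45, 24 and 44, by construction, as fewer criteria were applied. With each rat left out in turn (without replicate 1 to 4) the counts ran from 1 to 22 in young 1 Hz, 2 to 76 in young iTBS, 2 to 19 in AU 1 Hz, 0 to 20 in AU iTBS, 0 to 7 in AI 1 Hz and 5 to 14 in AI iTBS.

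Fry and camera with an estimated correlation, which allow for the correlation between genes of a list, put none of the 16 list results called by camera past the threshold. These were in young 1 Hz the complement (-1.07), inflammatory (-1.32) and myelin genes (0.50) and the classical complement (-0.85), chemokine ligand (-0.32) and MHC class II (-1.23) families. In young iTBS they were the complement (-1.35) and inflammatory genes (-1.67) and the classical complement (-1.095), interleukin (-0.56), MHC class II (-1.35), NADH dehydrogenase (0.20) and ATP synthase (0.27) families, and in AU iTBS the myelin genes (0.33). The interactions of the complement (1.545) and inflammatory genes (1.91) were the last. Both tests ignore the pairing of the slices, and with the replicate block added to them, chosen after the values were seen, fry and the estimated correlation each called 0 of the 72 list tests and none of the interactions. Of the list tests at no claim, camera called 10, both other tests 0, the scaling to the 75th percentile 5, and normexp with quantile normalization 5, with 4 to 8 when each rat was left out. PAGE, which assumes independent genes, also called the interleukin family in young 1 Hz (-0.19), the chemokine ligand family in young iTBS (-0.38) and in AI iTBS the complement (0.20) and inflammatory genes (0.24).

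Scaling to the 75th percentile reversed the myelin genes in young iTBS (0.022), called the chemokine ligand family there (-0.18), and no longer called the NADH dehydrogenase (0.13) and ATP synthase (0.15) families there or the myelin genes in AU iTBS (0.30). Normexp with quantile normalization reversed the NADH dehydrogenase family in young 1 Hz (-0.035) and called the chemokine ligand family in young iTBS (-0.30). That family was also called with the strict filter (-0.43), with the age group alone (-0.38) and with the replicate block (-0.38). With the replicate block the myelin genes in AU iTBS (0.33) were no longer called, nor with the random replicate block (0.33), and apart from these calls of the chemokine ligand family and the myelin genes the replicate block changed none of the 23 list results. The Table 3 entries with an unadjusted p under 0.05 were 25 with the replicate block and 16 with the slide block, against 10. The repeats as additional arrays put the NADH dehydrogenase family in young 1 Hz at -0.0030 and called the complement (0.67) and inflammatory genes (0.66) in AI iTBS. C1qc in AI iTBS reversed under both other scalings (-0.12 and -0.091).

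With each rat left out in turn, rat 2 decided the young immune lists other than the interleukin family. In young 1 Hz the range was -1.605 to 0.23 for the complement genes, -1.77 to -0.20 for the inflammatory genes, -1.29 to 0.25 for the classical complement family, -0.47 to -0.015 for the chemokine ligand family and -1.71 to 0.12 for the MHC class II family, each highest without rat 2. In young iTBS it was -1.89 to 0.037, -2.17 to -0.42, -1.55 to 0.049, -0.55 to -0.018 and -1.97 to 0.15 in the same order, and -0.69 to -0.40 for the interleukin family, which was past the threshold without rat 2 and not without rat 3 (-0.61). The interactions ran from 0.26 to 2.18 for the complement genes and from 0.79 to 2.66 for the inflammatory genes. In AI iTBS the complement genes ran from -0.13 to 0.37 and the inflammatory genes from -0.29 to 0.54, both lowest without rat 4. The myelin genes ran from -0.20 to 0.18 in young iTBS and from 0.20 to 0.40 in AU iTBS. The NADH dehydrogenase family in young 1 Hz ran from -0.067 to 0.072 and the ATP synthase family from -0.012 to 0.15. C4a ran from -2.27 to 0.32 in young 1 Hz, from -2.365 to 0.30 in young iTBS and from -0.25 to 0.55 in AI iTBS. Cd74 in young iTBS ran from -3.485 to 0.46, and in AI iTBS C2 ran from -0.0019 to 0.63 and C1qc from -0.38 to 0.18.

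The correlation of 1 Hz and iTBS turned to -0.203 in young, -0.243 in AU and -0.433 in AI with divided sham arrays, by construction. With each rat left out it ran from 0.384 to 0.567 in AU and from 0.235 to 0.532 in AI, highest without rat 1 in both. Signal over background limits 6 of the 9 Claudins, which lay under the filter.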

Differences from the paper's values

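The comparisons with the z-test and z-ratio thresholds alone and with the repeats as additional arrays were chosen only after the result was seen.

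All 12 counts of Table 1 for the *ex vivo* model differ, and they did so under each of the 12 alternatives set before the data were examined that give such counts. In young 1 Hz the paper's count of increased genes is 676 and the count here 1 probes, and the paper's count of decreased genes is 391 and the count here 2. In young iTBS the paper's count of increased genes is 593 and the count here 4 probes, and the paper's count of decreased genes is 436 and the count here 18. In AU 1 Hz the paper's count of increased genes is 532 and the count here 1 probes, and the paper's count of decreased genes is 433 and the count here 2. In AU iTBS the paper's count of increased genes is 350 and the count here 1 probes, and the paper's count of decreased genes is 254 and the count here 2. In AI 1 Hz the paper's count of increased genes is 476 and the count here 0 probes, and the paper's count of decreased genes is 833 and the count here 0. In AI iTBS the paper's count of increased genes is 687 and the count here 0 probes, and the paper's count of decreased genes is 432 and the count here 11. With the z-test and z-ratio thresholds alone, chosen after seeing the values, the counts came within 1.5 times the paper's for young 1 Hz decreased (345), young iTBS decreased (385), AU 1 Hz increased (355), AU iTBS increased (316), AU iTBS decreased (232) and AI iTBS decreased (291), and not for the others.

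A z-ratio is counted as different when its sign is another or when it lies farther from the paper's than the larger SD of the compared groups, put on the same scale. Over all 264 z-ratios of Table 3 the mean absolute difference was 0.589 and the median 0.344. By this measure 37 of the 264 differ, 35 of them in sign, and 5 of the 37 are among the 111 in bold. Of the 8 alternatives set before the data were examined that give z-ratios, those named close the gap in this sense, and the others do not. A value with the repeats as additional arrays is given where it closes the gap in the same sense, and that alternative was chosen after seeing the values. For a downward z-ratio the sign of both values is turned, so a positive value is a decrease and a negative value an increase.

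C1qc had a z-ratio in AU 1 Hz of 0.13 in the paper and -0.0809 here, and the gap closed by normexp and quantile normalization and without replicate 2 or 3, and with the repeats as additional arrays (chosen after seeing the values) it was 0.131. C3ar1 had a z-ratio of 0.49 in the paper and -0.923 here, and none of these alternatives closed the gap. Il1rn had a z-ratio of -0.03 in the paper and 0.0577 here, and the gap closed by the repeats averaged and without replicate 2 or 4, and with the repeats as additional arrays (chosen after seeing the values) it was -0.0418. Il1a had a z-ratio of 0.16 in the paper and -0.161 here, and the gap closed without replicate 2, and with the repeats as additional arrays (chosen after seeing the values) it was 0.156. Mobp had a z-ratio of 0.09 in the paper and -0.00948 here, and the gap closed by the authors' table, the repeats averaged and without replicate 1 or 4. Slc5a7 had a z-ratio of -0.98 in the paper and 0.178 here, and the gap closed by normexp and quantile normalization and without replicate 1 or 2, and with the repeats as additional arrays (chosen after seeing the values) it was -0.971. Igf2 had a z-ratio of -0.56 in the paper and 1.35 here, and the gap closed without replicate 4.

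C1qb had a z-ratio in AI 1 Hz of -0.42 in the paper and 0.407 here, and the gap closed without replicate 4. C4a had a z-ratio of -0.03 in the paper and 1.6 here, and none of these alternatives closed the gap. C4b had a z-ratio of -0.14 in the paper and 1.55 here, and none of these alternatives closed the gap. Il1b had a z-ratio of -0.25 in the paper and 0.944 here, and the gap closed without replicate 4. Il1rn had a z-ratio of -0.24 in the paper and 0.888 here, and the gap closed without replicate 4. Il1a had a z-ratio of -0.43 in the paper and 0.41 here, and the gap closed without replicate 4. Cxcl13 had a downward z-ratio of 1.72 in the paper and -0.258 here (an increase), and the gap closed by scaling to the 75th percentile, normexp and quantile normalization and without replicate 2 or 3. Cldn23 had a z-ratio of 0.42 in the paper and -0.786 here, and the gap closed without replicate 1. Gabra6 had a z-ratio of 0.16 in the paper and -0.365 here, and the gap closed by normexp and quantile normalization. Chrna5 had a z-ratio of 0.43 in the paper and -0.256 here, and the gap closed without replicate 1.

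C3ar1 had a z-ratio in AU iTBS of 0.81 in the paper and -0.776 here, and none of these alternatives closed the gap. C4b had a z-ratio of 0.56 in the paper and -0.0519 here, and the gap closed by scaling to the 75th percentile and without replicate 2 or 4, and with the repeats as additional arrays (chosen after seeing the values) it was 0.259. Il12b had a z-ratio of 0.55 in the paper and -0.447 here, and the gap closed by the repeats averaged, and with the repeats as additional arrays (chosen after seeing the values) it was 0.548. Cd68 had a z-ratio of 0.05 in the paper and -0.0186 here, and the gap closed by the repeats averaged and without replicate 2 or 4, and with the repeats as additional arrays (chosen after seeing the values) it was 0.0465. Sv2b had a z-ratio of 0.16 in the paper and -0.224 here, and the gap closed without replicate 3, and with the repeats as additional arrays (chosen after seeing the values) it was 0.165. Igf2 had a downward z-ratio of 3.73 in the paper and -0.066 here (an increase), and the gap closed by normexp and quantile normalization, the repeats averaged and without replicate 4. Otx2 had a z-ratio of 4.57 in the paper and -0.0435 here, and none of these alternatives closed the gap.

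Il1b had a z-ratio in AI iTBS of 1.42 in the paper and -0.0907 here, and the gap closed without replicate 1, 2 or 3, and with the repeats as additional arrays (chosen after seeing the values) it was 1.4. Il1rn had a z-ratio of 0.80 in the paper and -0.614 here, and the gap closed without replicate 1, and with the repeats as additional arrays (chosen after seeing the values) it was 0.732. Il1a had a z-ratio of 0.71 in the paper and -0.298 here, and the gap closed without replicate 1 or 2, and with the repeats as additional arrays (chosen after seeing the values) it was 0.702. Mog had a z-ratio of -0.29 in the paper and 0.142 here, and the gap closed by scaling to the 75th percentile and without replicate 3 or 4. Tf had a z-ratio of 0.18 in the paper and -0.0477 here, and the gap closed without replicate 1 or 2, and with the repeats as additional arrays (chosen after seeing the values) it was 0.173. Cadm4 had a z-ratio of -0.15 in the paper and 0.308 here, and the gap closed without replicate 4, and with the repeats as additional arrays (chosen after seeing the values) it was -0.144. Cldn16 had a z-ratio of 0.16 in the paper and -0.837 here, and the gap closed without replicate 2, and with the repeats as additional arrays (chosen after seeing the values) it was 0.155. Otx2 had a downward z-ratio of 6.04 in the paper and 0.479 here (a decrease), and none of these alternatives closed the gap.

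Mog had a z-ratio in young iTBS of -0.65 in the paper and 0.336 here, and the gap closed by scaling to the 75th percentile and without replicate 3. Cldn20 had a z-ratio of -0.15 in the paper and 0.0554 here, and the gap closed without replicate 3 or 4, and with the repeats as additional arrays (chosen after seeing the values) it was -0.152.

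Cldn16 had a z-ratio in young 1 Hz of -0.22 in the paper and 0.17 here, and the gap closed by normexp and quantile normalization, and with the repeats as additional arrays (chosen after seeing the values) it was -0.213. Sv2b had a z-ratio of -0.12 in the paper and 0.242 here, and the gap closed by normexp and quantile normalization and without replicate 2, and with the repeats as additional arrays (chosen after seeing the values) it was -0.119. Otx2 had a z-ratio of 6.83 in the paper and 1.62 here, and none of these alternatives closed the gap.

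The paper states that stimulation gave significant changes in every group of the *ex vivo* model, where limma gave 0 probes past an adjusted p of 0.05 in each comparison, and 302, 719, 558, 764, 228 and 232 at an unadjusted p under 0.05. For the increase of 6 complement genes in AI slices after iTBS, all 6 log2 fold changes are positive here, and C1qc is at 0.01 with a fall in 3 of 4 rats. The paper's decrease of complement genes in young slices under both protocols has the same sign here, and without replicate 2 it is at 0.23 with 1 Hz and 0.037 with iTBS.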

Other observations

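The tests of repeat hybridizations counted as additional arrays and of the rat of the young sham repeat were chosen only after the result was seen.

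The counts past a threshold were set against all splits of the same 8 arrays into 4 and 4, of which there are 35 with the real one. For limma, 35 of 35 splits gave as many probes in young 1 Hz, 35 in young iTBS, 35 in AU 1 Hz, 35 in AU iTBS, 35 in AI 1 Hz and 35 in AI iTBS, as it must be for a count of 0. For the criteria of the methods, a split gave as many probes in 32, 16, 32, 29, 35 and 24 of 35 in the same order, so chance cannot be excluded for the counts above 0, while the 35 in AI 1 Hz follows from its count of 0. Among the 8 splits that part all 4 pairs of a rat's arrays, the real one included, it was 6, 4, 6, 3, 8 and 3, and with 1 in 8 as the smallest possible share these splits could not have excluded chance. The other splits leave whole pairs on a side, and differences between rats then enter. In each comparison 3 splits follow the slides, with no slide on both sides. The largest counts among them were above those of the real split, with 71, 33, 70, 134, 655 and 143 probes by the criteria and 6102, 10143, 13227, 11472, 4147 and 4632 at an unadjusted p under 0.05. The largest unadjusted counts came with slides 1 and 2 on a side in young and AU slices, slides 1 and 5 in AI 1 Hz and slides 1, 2 and 3 in AI iTBS. In young iTBS the split with slides 1 and 2 on a side gave 10 probes by the criteria, fewer than the real 22. With the slide as a block in limma, 0 probes passed in the real comparisons, and the unadjusted counts were 760, 1802, 990, 1666, 743 and 1222.

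The myelin genes of Table 3 and the markers of oligodendrocytes rose together in young 1 Hz slices. The 10 oligodendrocyte markers share 0 genes with the myelin genes and had a mean log2 fold change of 0.43, from 0.15 to 0.64 in the rats and up in 4 of 4 (camera adjusted p = 1.49e-07, exact permutation test p = 0.0286, fry adjusted p = 0.733). A higher share of oligodendrocytes in those slices may therefore explain the higher myelin genes, and induction in all oligodendrocyte genes would look alike, so a biological effect of 1 Hz stays open.

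For the Table 3 genes Folr1, Otx2, Cldn2 and Slc22a7, which choroid plexus expresses, the mean level was set against that of 6 other choroid plexus markers. Across 36 arrays Pearson's r was 0.506 (permutation test, p = 0.00147, adjusted 0.00294) and Spearman's rho was 0.537 (p = 0.00097, adjusted 0.00294), and r was 0.558 without the 2 farthest arrays. Arrays of a rat are not independent, and across the 12 rats r was 0.479 (permutation test, p = 0.115, adjusted 0.153) and rho 0.385 (permutation test, p = 0.218). Without the 2 farthest rats that r was 0.366. Within rats r was 0.558, and by slide it was 0.743, 0.236, 0.654, 0.699 and -0.102. Both changed with the same sign in 4 of 6 comparisons. Choroid plexus in the slices could account for changes of these genes. It cannot be told apart from other sources, since 2 of the 4 genes were too dim and 12 rats are few for an r of that size. The -0.102 of slide 5 decides little, since it rests on few primary arrays, most of them from AI rat 4. The 6 markers changed by 0.32 in young 1 Hz (camera adjusted p = 0.291) and by 0.14 in young iTBS (camera adjusted p = 0.637).

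The z-ratios of Table 3 lay closer to the paper's when the repeat hybridizations were counted as additional arrays of their groups. Over the 5 comparisons whose groups have a repeat, the mean absolute difference from the paper's z-ratios fell to 0.178, from 0.575 with the 36 arrays. In AI 1 Hz, where no settled repeat enters, it was 0.658 with both. Repeats used as arrays of their own are thus a candidate explanation of part of these differences. A biological explanation does not apply to a difference between processings.

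Some results belong to no claim of the paper. In AU iTBS the NADH dehydrogenase family changed by -0.09 (camera adjusted p = 1.56e-05), the ATP synthase family by -0.09 (camera adjusted p = 0.00738) and the chemokine ligand family by -0.16 (camera adjusted p = 0.00297). In AI iTBS the NADH dehydrogenase family changed by 0.06 (camera adjusted p = 4.36e-04) and the ATP synthase family by 0.10 (camera adjusted p = 8.75e-04). In AU 1 Hz they changed by 0.05 (camera adjusted p = 0.032) and 0.08 (camera adjusted p = 0.00818), and in AI 1 Hz by -0.02 (camera adjusted p = 0.0137) and -0.04 (camera adjusted p = 0.0452). By fry none of these was past the threshold. The immediate early genes changed by -0.15 in AU iTBS (camera adjusted p = 0.0312, fry adjusted p = 1, exact permutation test p = 0.229), by -0.15 in AI iTBS, and by -0.04 and -0.01 in young slices. The border macrophage markers changed by between -0.32 in AU iTBS and 0.09 in young iTBS, none past the threshold.

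The labels of the repeat of young sham name rat 1 and rat 4. Across the 300 probes that part the animals, without those related to the complement level, its r was 0.84 with young rat 1, the closest of the 12 rats. Of the primary arrays, 35 without young sham 2 had at most 0.644 with the closest rat other than their own and a median of 0.817 with their own, so the values go with rat 1. The labels were not changed for this. That repeat was counted as young sham only where the repeats enter as additional arrays, and the repeat of unsettled treatment in the AI group was left out throughout.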
